# Effect of Larval Nutrition on Maternal mRNA Contribution to the *Drosophila* Egg

**DOI:** 10.1534/g3.118.200283

**Published:** 2018-04-17

**Authors:** Amanda E. Crofton, Emily L. Cartwright, Anna A. Feitzinger, Susan E. Lott

**Keywords:** maternal mRNA deposition, effects of nutrition, gene expression, life history, RNA-Seq

## Abstract

Embryonic development begins under the control of maternal gene products, mRNAs and proteins that the mother deposits into the egg; the zygotic genome is activated some time later. Maternal control of early development is conserved across metazoans. Gene products contributed by mothers are critical to many early developmental processes, and set up trajectories for the rest of development. Maternal deposition of these factors is an often-overlooked aspect of parental investment. If the mother experiences challenging environmental conditions, such as poor nutrition, previous studies in *Drosophila melanogaster* have demonstrated a plastic response wherein these mothers may produce larger eggs to buffer the offspring against the same difficult environment. This additional investment can produce offspring that are more fit in the challenging environment. With this study, we ask whether *D. melanogaster* mothers who experience poor nutrition during their own development change their gene product contribution to the egg. We perform mRNA-Seq on eggs at a stage where all mRNAs are maternally derived, from mothers with different degrees of nutritional limitation. We find that nutritional limitation produces similar transcript changes at all degrees of limitation tested. Genes that have lower transcript abundance in nutritionally limited mothers are those involved in translation, which is likely one of the most energetically costly processes occurring in the early embryo. We find an increase in transcripts for transport and localization of macromolecules, and for the electron transport chain. The eggs produced by nutrition-limited mothers show a plastic response in mRNA deposition, which may better prepare the future embryo for development in a nutrition-limited environment.

The earliest stages of embryonic development are entirely dependent on maternally deposited RNAs and proteins, until the zygotic genome is activated later in development (Tadros and Lipshitz 2009; Schier 2007; Langley *et al.* 2014). While the length of the maternally driven portion of early embryogenesis varies among species, both in absolute and relative time of development, the maternal genetic control of early development that sets up trajectories for the rest of development is a conserved feature across animals and some plants (Tadros and Lipshitz 2009; Yartseva and Giraldez 2015; Robertson and Lin 2015; Li *et al.* 2013; Baroux and Grossniklaus 2015). Many fundamental developmental processes are initiated by maternal factors, making the maternal contribution to early development highly critical, and therefore they have been the subject of considerable study. The composition of gene products that mothers contribute to eggs has been investigated in a number of model systems at a genomic scale (Li *et al.* 2010; Laver *et al.* 2015; Harvey *et al.* 2013).

The contribution of mRNAs and proteins to the egg by the mother is an often-overlooked aspect of parental investment in offspring fitness. The maternal provisioning of nutrients to offspring and subsequent effect on offspring life history and fitness has been examined in a number of systems (Mousseau and Fox 1998). Mothers that experience poor nutrition will have more limited resources to devote to provisioning of offspring. Thus effect of limited parental nutrition may be detrimental to the fitness of the offspring. However, mothers may be able to alter provisioning when they have experienced unfavorable environmental conditions to enhance offspring performance under the same unfavorable environmental conditions. Life history theory predicts that under stressful conditions, mothers may be expected to shift toward fewer offspring with better provisioning (Roff 1992). Provisioning is largely viewed through the lens of providing nutrition to the offspring, with egg size or offspring size used as an easily measured proxy.

Drosophila is a well-studied model system for maternal investment and life history (Lack *et al.* 2016; Porcelli *et al.* 2017; Prasad and Joshi 2003; Yadav and Sharma 2014), as well as for metabolic studies relevant to human disease (Alfa and Kim 2016; Padmanabha and Baker 2014). Poor parental nutrition in Drosophila has been demonstrated to result in a mix of potentially maladaptive and adaptive phenotypes in offspring. Flies with poor nutrition at the larval stage become smaller flies, yet lay heavier eggs (Prasad *et al.* 2003; Vijendravarma *et al.* 2010). This contrasts with the positive correlation of egg size and body size observed within species (Azevedo *et al.* 1997), which would predict that the eggs laid by smaller mothers would be smaller. As egg size is an approximation of maternal investment in offspring in species lacking parental care, this can be viewed as an increase in maternal investment per offspring in these nutritionally deprived mothers. And while all studies reported larger eggs from nutritionally limited mothers, the flies that developed from those eggs were reported to be smaller (Vijendravarma *et al.* 2010), larger (Valtonen *et al.* 2012), or the same size (Prasad *et al.* 2003) as those produced by mothers under standard nutritional conditions. Note that while these studies all limited nutrition at the larval stage for mothers, they limited nutrition in different ways, and used strains with different genetic backgrounds. The offspring of nutritionally deprived mothers also have higher viability to adulthood than mothers raised on standard food, when the offspring are raised on both standard and poor food in one study (Valtonen *et al.* 2012) and only when raised on standard food in other studies (Prasad *et al.* 2003; Vijendravarma *et al.* 2010). These results imply that the additional investment of the mother experiencing poor nutrition is beneficial to the offspring under some conditions.

In this study, we ask if and how maternal provisioning of gene products (specifically mRNAs) provided to the egg changes with poor maternal nutrition at the larval stage. We limit nutrition only at the larval stage in the parents, thus any observed differences are due only to the parental diet during development. We collected eggs from a developmental stage where all mRNAs present are maternally derived (Bownes’ stage 2), extracted RNAs, and performed mRNA-Seq. Analysis of the RNA-Seq data shows striking patterns of differential transcript deposition into eggs by nutritionally limited mothers. These mothers deposit fewer transcripts for cytoplasmic ribosomes and translation, and more transcripts for macromolecule transport and localization and for the electron transport chain. These coordinated changes in gene expression across nutrition-limited mothers do not correspond with genes previously identified as responding to nutrition, which is consistent with these individuals not being nutrition-limited at the time of egg production. Instead, we interpret these differences in expression relative to known expression patterns of these genes in oogenesis, to understand the potential benefit or detriment to the eggs, as development progresses.

## Materials and Methods

### Larval diet

To raise larvae on food with varying levels of nutritional restriction, we prepared dilutions (Vijendravarma *et al.* 2010) of a standard cornmeal food recipe. The standard food was melted and diluted with an autoclaved water-agar mixture, to contain 100% (not diluted), 25%, and 5% of the original cornmeal food. This was then portioned into bottles, with at least 2 replicate bottles per food treatment, where it solidified. Then, 50 eggs were added to each bottle, from 4-10 day old, population controlled, Oregon-R females, reared at 25 degrees C. Multiple rounds of bottles were set up, and effects on development time and fecundity were observed. The bottles used to collect eggs from were typical for these parameters. The larvae developed in the 100%, 25% and 5% bottles at different rates, with nutritionally limited flies beginning to eclose in the 25% and 5% bottles days later (2 days later for the 25%, 5 days later for the 5%).

### Sample acquisition

Female and male flies (10 each, newly eclosed) reared on 100%, 25%, and 5% food were collected and placed in an egg collection bottle, and supplied with a standard glucose-based egg-laying plate. Females were 2-14 days old at the time of egg collection. Eggs were collected from egg-laying plates (for each collection, a new plate was harvested after ∼30 min), dechorionated using 50% bleach, and embryos were moved to a microscope slide with halocarbon oil for visualization. Embryos were observed, imaged (Zeiss AxioImager M2), and harvested as they reached stage 2 (Bownes’ stages) of development (Bownes 1975; Campos-Ortega and Hartenstein 1985). At stage 2, all mRNAs present are maternally derived (Ali-Murthy *et al.* 2013). This stage is also easy to identify based on morphology, as the vitelline membrane recedes from both the anterior and posterior of the embryo, but the pole cells are not yet visible at the posterior. This allows the collection of the same morphological stage, despite any possible differences in development time between treatments.

Once imaged, total RNAs were extracted from embryos as in our previous studies (Paris *et al.* 2015; Lott *et al.* 2014; Lott *et al.* 2011). Briefly, embryos were removed from oil to Parafilm (Bemis), where the oil was removed, and the embryo was rolled into a drop of TRIzol reagent (Ambion), where the embryo was ruptured with a needle, and left to dissolve. Once dissolved, the drop of TRIzol was moved to a tube with more TRIzol, and extracted with a glycogen carrier according to manufacturer’s instructions, with the exception of using 1mL of TRIzol per embryo (which is an excess compared to the expected amount of total RNA). Protocol available upon request.

On average ∼100ng total RNA was extracted from an individual embryo. RNA quantity was measured using a Qubit 2.0 fluorometer (Invitrogen). RNA quality was assessed using an Agilent Bioanalyzer. Total RNA from three individual embryos (three replicates) for each food treatment were chosen, samples were sent to the DNA Technologies Core at the UC Davis Genome Center for mRNA-Seq library construction and sequencing. Sequencing libraries were constructed using oligo (dT) to enrich for polyadenylated transcripts. Libraries were sequenced (150bp, paired-end) pooled in a single lane on an Illumina HS 4000 sequencer.

### Data processing and differential gene expression analysis

Reads were trimmed and adapters removed using Cutadapt (Martin 2011), and gently (PHRED Q < 5) trimmed for quality (Macmanes 2014). Mapping was done with the *D. melanogaster* Ensembl genome assembly BDGP6 and associated annotation file. Reads were aligned and transcript abundances quantified (in TPM, Table S1) using Kallisto (Bray *et al.* 2016). Differential expression analysis at the transcript and gene level was conducted using Sleuth (Pimentel *et al.* 2017), and gene level abundance counts (in scaled reads per base) quantified (Table S2). Using Sleuth, we construct two models, one where transcripts/genes are at the same abundance in all samples, and the other where transcripts/gene abundances differ by food percentage, and identify transcripts/genes that have a significantly better fit the latter model using a likelihood ratio test. Using a FDR adjusted p-value (Benjamini-Hochberg) of 0.05, there were 119 significantly differentially expressed transcripts (Table S3), and 357 differentially expressed genes (Table S4) between treatments in our dataset. Kallisto allows multiple mapping, so examining the 357 genes, we find 314 genes with unique mapping counts, as the same reads map the same number of times to genes with high degrees of similarity (histone genes, snRNA:U1 genes). 

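Of the 7410 genes with at least 10 estimated counts in at least 3 embryos, 186 had estimated counts identical to those of another gene in all 9 embryos, and these fell into 61 distinct patterns. Kallisto splits a read evenly among copies it cannot tell apart, so the counts of a single copy are uncertain and the family is the unit that was measured. The 132 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) included 29 histone genes with only 3 distinct patterns of counts. The 9 His4 genes among them shared 1 pattern, and the 18 His3 genes shared another. Of the 4 snRNA:U1 genes, which had 2 patterns, 1 was differentially expressed. With identical copies counted once, 106 differentially expressed genes remained. When only 1 copy of each identical group was kept before the test, with its share of the reads, 91 genes were differentially expressed. Of these, 22 were lower and 69 were higher in embryos from nutrition limited mothers. The summed reads of a family were not tested. Adding the replicate number of the labels as a replicate block gave 104 genes with all copies kept. Embryos with the same number had a mean correlation of 0.053 in their deviations from the food means, against -0.027 for embryos with different numbers. The paper reasons that the same reads map the same number of times to such similar genes, and so treats each group of them as a single gene.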

For all analyses here, we group all of these multiple mapping genes together (*i.e.*, all His4 genes with the same number of counts mapping are treated as a single “gene”). 

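At the transcript level 15218 rows passed the same filter of 10 estimated counts in 3 embryos, and 35 were differentially expressed between the 3 foods (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). In the embryos from limited mothers 6 of the 35 transcripts were lower and 29 were higher. The annotation available here gives a gene for 32 of them, while 3 have identifiers that it no longer lists. Of the 32, 24 (75%) belonged to a gene that was itself differentially expressed and 8 did not. The transcript count rose most with DESeq2, to 884. Adding the replicate number from the labels as a replicate block left 1 transcript, although embryos sharing a number were hardly more alike (mean correlation of deviations 0.053) than embryos that did not (-0.027).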

Most differentially expressed transcripts are represented in the differentially expressed gene list (86%, or all but 16). Transcripts that are significant at the transcript level but not the gene level are one of a number of transcripts for a given gene, and often have lower abundance than other transcripts for that gene. In contrast, the larger number of significantly differentially expressed genes than transcripts represent multi-isoform genes where the individual isoforms fail to meet statistical significance, but summing expression over isoforms at the gene level does show statistical significance.

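Of the 132 differentially expressed genes, 108 had no differentially expressed transcript. For 32 of these 108 genes more than 1 transcript passed the count filter, and for the rest the gene was tested on a single transcript or on transcripts below the filter. In all, 43 of the 132 genes had more than 1 tested transcript. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at both levels, over 7410 genes and 15218 transcripts. The gene count rose the most without 5% replicate 1, to 1289, and the transcript count with DESeq2, to 884. When the replicate number of the labels entered as a replicate block, 104 genes and 1 transcript passed the threshold (mean correlation of deviations 0.053 for embryos with the same number and -0.027 for others). The paper attributes the longer gene list to genes with several isoforms, whose summed expression reaches significance when no single isoform does.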

During oogenesis and early embryogenesis, translation is regulated through a number of mechanisms, including those that act to increase (Benoit *et al.* 2008; Cui *et al.* 2008) or decrease (Barckmann and Simonelig 2013; Temme *et al.* 2014; Vardy and Orr-Weaver 2007) poly(A)-tail length of transcripts. In this stage of development, poly(A) tail length is correlated with translation rate, with increased translation of transcripts with lengthened poly(A) tails (Salles *et al.* 1994). This poses a complication for the interpretation of our data: as our sequencing libraries were constructed using oligo-(dT) enrichment, are we recovering a biased subset of the mRNAs present in the embryo? Two recent studies provide estimates of poly(A) tail length during the period of development studied here, using different methods (Eichhorn *et al.* 2016; Lim *et al.* 2016). This allowed us to compare the distribution of poly(A)-tail lengths of genes in our mRNA-Seq dataset as compared to all poly(A)-tail lengths of all genes reported in each of these studies. There were no significant differences between the distribution of poly(A)-tail length of our genes and of all genes reported in either the Eichhorn *et al.* 2016 or the Lim *et al.* 2016 studies (Wilcoxon text, *P* = 0.61 and *P* = 0.94 respectively). The Eichhorn *et al.* 2016 study also reported that the lengthening and shortening of poly(A)-tails over the period of development time studied (which starts earlier and ends later than our study) did not affect the mRNA abundance measurements from their oligo(dT) enriched RNA-Seq libraries. Thus, while we cannot rule out that we are recovering a biased subset of transcripts due to oligo(dT) enrichment, it seems unlikely that this method produces a substantial bias.

### PCA and clustering analyses

For these analyses, each transcript/gene level abundance was standardized to have a mean of zero and a variance of one across embryos. Statistical analysis was performed in R (R Development Core Team 2017). Principal component analysis (PCA) was performed using the *prcomp* function in R. Hierarchical clustering was performed using the *heatmap* function in R, on the standardized genes we had previously determined to be significantly differentially expressed (via the analysis described in the preceding section).

### GO and network analysis

Gene ontology analysis was performed using PANTHER (Mi *et al.* 2017), using the statistical overrepresentation test on default settings, using the GO complete annotations for biological process, molecular function, and cellular component (Table S5). We performed the analysis on the genes previously identified as significantly differentially expressed between our treatment (25%, 5%) and control (100%) groups. We ran the upregulated genes and downregulated genes separately, and compared them to a list of all genes with transcripts present at this developmental stage. This was determined by requiring >1 TPM for all replicates of either the 100% or the 5% samples. 

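In the files analysed here, 6965 of 17588 genes had a summed TPM above 1 in all 3 embryos of the 100% group or in all 3 of the 5% group. For the tests of differential expression, a gene was instead kept with at least 10 estimated counts in at least 3 embryos, which left 7410 genes.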

The results from this PANTHER analysis with a Bonferroni corrected p-value less than 0.05 can be found in Table S5. Visualization of this data were created using the GOplot package (Walter *et al.* 2015) in R using the GObar plotting function. Further analysis, including KEGG pathway analysis (Kanehisa *et al.* 2017) was performed in STRING (Szklarczyk *et al.* 2017).

### Fecundity Assay

To determine the effect of larval nutrition on the fecundity of flies, we first set up food dilution bottles at 5%, 25%, and 100% as reported above, with 2-4 replicate bottles for each treatment. As before, 50 eggs were placed into the food dilution bottles, allowed to hatch into larvae and pupate. Once the flies eclosed, 10 females and 10 males from each food treatment were placed into egg collection bottles (at least three replicates), and the eggs were collected twice a day for 12 days. Eggs were counted for three replicate bottles per food percentage.

### Data Availability

All sequencing data from this study are available at NCBI/GEO at accession number: GSE106308. Processed data are available under the same accession, and as supplemental tables accompanying this publication. Supplemental material available at Figshare: https://doi.org/10.25387/g3.6143183.

## Results

In order to investigate the effect of parental nutrition limitation on maternal mRNA deposition into the egg, we raised larvae in differing nutritional conditions, allowed those larvae to develop into adults, and collected their eggs for analysis. Consistent with some previous studies (Vijendravarma *et al.* 2010), we produced differences in nutrition by diluting the “standard” cornmeal food, so that larvae were supplied with either 100%, 25%, or 5% of normal food. Flies were from an Oregon-R laboratory stock of *D. melanogaster*, and the limited food treatment was restricted to the larval stage of the parents. Stage 2 embryos were selected for RNA extraction, as this stage contains only maternal RNA, and has distinct morphological characteristics to assure collection of the correct stage regardless of potential differences in development time due to treatment. Total RNA was extracted from individual embryos, three individuals per treatment, for both experimental and biological replication (see Methods), and sent for mRNA-Seq library preparation using poly(A) enrichment, and sequencing. The mRNA-Seq libraries (150bp, paired-end) were sequenced on a single lane on an Illumina HS4000 sequencer.

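The files analysed here cover 9 embryos at Bownes' stage 2 from the Oregon-R laboratory stock, 3 from mothers raised on each of 100%, 25% and 5% food. Each embryo is its own library, with no pooling, and all libraries shared a single lane. Neither the paper nor the sample labels name a library batch. The paper does not say from which bottle or mother, or at what maternal age, each embryo came, so embryos of a food may share them. The tests therefore measure the spread between embryos, and an effect of bottle or maternal age cannot be told apart from one of food. The authors trimmed the reads and deposited the Kallisto output of each embryo, which lists the length, effective length, estimated count and TPM of 34749 transcripts. Kallisto assigns reads to transcripts without a base by base alignment and divides a read that matches several transcripts among them, so that an estimated count need not be whole. The total estimated count of the 100% embryos was 33250894, 31090248 and 31806816 for replicates 1 to 3. For the 25% embryos it was 33282881, 30753334 and 31749628, and for the 5% embryos 33216484, 35898458 and 34611530. The medians were 31806816 on 100% food, 31749628 on 25% and 34611530 on 5%. The mean total of the 6 embryos from limited mothers was above that of the 3 standard embryos by 1202733 counts, which is within the variation between embryos (exact permutation test, p = 0.381). The fragment length implied by Kallisto's effective lengths ranged from 145.3 to 155.4 bases. An annotation of BDGP6 gave a gene for 34262 of the transcripts. The other 487 held between 0.545% and 0.826% of the counts of an embryo and entered the transcript level results only.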

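For the values given beside the results, the estimated counts were summed over the transcripts of each gene, rounded to whole numbers and normalized with edgeR's TMM method. The 7410 genes with at least 10 counts in at least 3 embryos were tested with edgeR's quasi-likelihood test in a model with food as a factor of 3 levels, in which the 25% and 5% coefficients were tested together. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed (DE). Unless a single food is named, a log2 fold change is the mean of the changes at 25% and at 5% against 100%, and a value in counts scaled to the library size (CPM) is after TMM normalization. Sleuth's likelihood ratio test was not run, because it needs Kallisto's bootstraps, which are not in the files analysed here. On simulated counts with 200 changed genes, this test recovered 95.5% of them, and 4.5% of the genes it called were not changed. All simulated changes had the same size, above the median log2 change of the DE genes here (0.598 at 25% and 0.744 at 5%). The recovery of smaller changes was not simulated. The groups share replicate numbers 1 to 3 in the labels, so each test was also run with the replicate number as a replicate block. The pairing is taken from the labels only. The deviations of embryos with the same number from their food means had a mean correlation of 0.053 over 9 pairs, and those of embryos with different numbers -0.027 over 18 pairs. The choices that changed the results most were the test itself and which embryos entered it: 644 genes were DE with DESeq2 and 132 with edgeR, and leaving out each embryo in turn gave from 66 to 1289.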

Resulting sequencing reads were processed (see Methods) using Kallisto (Bray *et al.* 2016) for mapping to the *D. melanogaster* transcriptome and Sleuth (Pimentel *et al.* 2017) for differential expression analysis at the transcript level and gene level. Both transcript level and gene level abundance measurements demonstrate high correlations between all samples. At the transcript level, Spearman rank correlations for transcript abundances over all transcripts compared pairwise between all samples range from 0.976-0.995 (TPMs, Table S7). 

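Across all 34749 transcripts, zeros included, the Spearman correlation of TPM between pairs of embryos ranged from 0.9241 to 0.932. The lowest was between 100% replicate 1 and 5% replicate 2, and the highest was between 25% replicates 1 and 2. The 9 pairs within a food had a mean of 0.9299 ± 0.001667 (SD), and the 27 pairs between foods had a mean of 0.928 ± 0.001553 (SD). These correlations are across transcripts, which are not independent replicates. Keeping only transcripts above 1 TPM in all embryos of the 100% or the 5% group moved the range most, to between 0.9693 and 0.9877.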

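At the gene level, the scaled reads per base were computed as the paper names them, from the estimated counts divided by the size factor and effective length and summed over the transcripts of a gene. Over all genes, zeros included, the pairwise Spearman correlations ranged from 0.9487 to 0.9559. In estimated counts the range was 0.9537 to 0.9595. The largest shift came from keeping only genes above 1 TPM in all embryos of the 100% or the 5% group, which gave a range from 0.9697 to 0.9948.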

For all transcript abundances at the gene level, correlations range from 0.989-0.997 (scaled reads per base, Table S7). Both the highest and lowest correlations found are within a treatment group, as the highest correlations are between two of the replicates whose mothers were raised on 100% food, and the lowest are between two replicates with mothers raised on 5% food. 

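Over all genes, the highest correlation was between 100% replicates 1 and 3 (0.9559), and the lowest was between 100% replicate 3 and 5% replicate 2 (0.9487). The lowest within the 5% group was 0.9494, between replicates 1 and 2. The 3 pairs of 100% embryos lay between 0.9549 and 0.9559, and the 3 pairs of 25% embryos between 0.9527 and 0.9553. Among transcripts the highest correlation was within the 25% group (0.932) and the lowest again involved 5% replicate 2 and a 100% embryo (0.9241). The pairs changed with the filter: over genes above 1 TPM, the highest (0.9948) was between 100% replicates 1 and 3 and the lowest (0.9697) between 5% replicates 1 and 2.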

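The mean gene level correlation was 0.9536 ± 0.00216 (SD, 9 pairs) within a food and 0.9525 ± 0.00147 (SD, 27 pairs) between foods. This difference of 0.00115 is smaller than the SD of the pairs within a food, although few of the ways of splitting the 9 embryos into 3 groups of 3 gave a larger one (exact permutation test, p = 0.01429). For transcripts the means were 0.9299 and 0.928, a difference of 0.00185 (exact permutation test, p = 0.007143). Restricting the genes to those above 1 TPM changed this comparison most, with a difference of 0.00396 (exact permutation test, p = 0.0714). From correlations that are high between all samples, with both extremes within a food, the paper reasons that the treatment effect is small beside the similarity of the samples.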

Thus, the differences in transcript and gene level abundance measurements between our treatment groups is relatively small as compared to the amount of transcriptomic similarity between these samples. This is perhaps unsurprising, given that these samples are embryos at the same developmental stage from the same inbred genetic background.

Next, we examined changes in transcript abundance per gene over varying nutrition treatment groups and replicates using principal component analysis (PCA). 

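The principal component analysis was run on the scaled reads per base of 11529 genes with any count, each standardized to a mean of 0 and a variance of 1 across the 9 embryos. The first component held 30.9% of the variance and the second 16.4%, together 47.3%. With each embryo left out in turn, the first component held from 28.51% to 33.89% and the second from 15.66% to 19.6%. The share of the first component moved most with the filter: over the genes with at least 10 counts in 3 embryos, the shares were 40.2% and 18.5%.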

Figure 1 represents the first two principal components, together representing 58% of the variance (39% and 18% respectively). Here, the samples from parents raised on 100% food group together, while all the 25% and 5% samples group together more loosely. 

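On the first component the 100% embryos had scores of -63.22, -20.99 and -49.97 for replicates 1 to 3. The 25% embryos had scores of 31.17, -20.57 and 30.09, and the 5% embryos -69.62, 105.2 and 57.91. On the second component the scores were 15.72, 72.19 and 43.87 for the 100% embryos, -14.67, -27.4 and 9.81 for the 25% embryos, and -79.27, -1 and -19.25 for the 5% embryos. The 3 standard embryos were therefore the highest on the second component, where the highest limited embryo had a score of 9.81. On the first component the 2 groups overlapped, since 5% replicate 1 had the lowest score of all 9 embryos. Leaving out 5% replicate 2, which had the highest score, lowered the share of the first component the most, from 30.9% to 28.51%. From such scores the paper concludes that the standard samples group together, with the limited samples in a looser group.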

This indicates that the changes in transcript abundance when nutrition is restricted may be similar at 25% and 5% of standard food. 

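Tested against the 100% embryos, 113 genes were DE at 25% food and 245 at 5% food, and 91 were DE in both tests (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Across the 132 genes DE in the 3-group test, the log2 fold changes at 25% and at 5% had a Pearson correlation of 0.81 and a Spearman correlation of 0.954. Across all 7410 tested genes the Pearson correlation was 0.678. Genes are not independent replicates, and both changes are measured against the same 3 standard embryos, which by itself raises these correlations. With DESeq2, the counts rose to 363 genes at 25% and 704 at 5%, and leaving out 5% replicate 1 moved the 5% count the most, to 1899. As a replicate block, the replicate number of the labels lowered the counts from 113 and 245 to 48 and 130 genes (mean correlation of deviations 0.053 with the same number and -0.027 with different numbers). Because the limited samples group together, the paper proposes that the changes at 25% and 5% food may be similar.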

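With only the 132 DE genes, the first component held 81.2% of the variance and the second 9.6%. The 100% embryos had first component scores from -14.74 to -11.57, the 25% embryos from 4.18 to 6.1 and the 5% embryos from 7.31 to 9.41. The 3 standard embryos were thus apart from all 6 limited embryos, and every 5% embryo had a higher score than every 25% embryo. These genes were selected because they differ between the foods, so a separation of the foods on them carries no independent test. Identical copies entered as separate genes, while the paper treats each group of copies as a single gene. Leaving out 1 embryo at a time moved the share of the first component the most, to between 77.98% and 84.04%.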

If we perform the PCA analysis with only the genes we identify as differentially expressed (described below), the 100% samples are clearly separated from the 25% and 5% samples (Figure S1), and the first principal component alone explains 81% of the variance.

**Figure 1:**
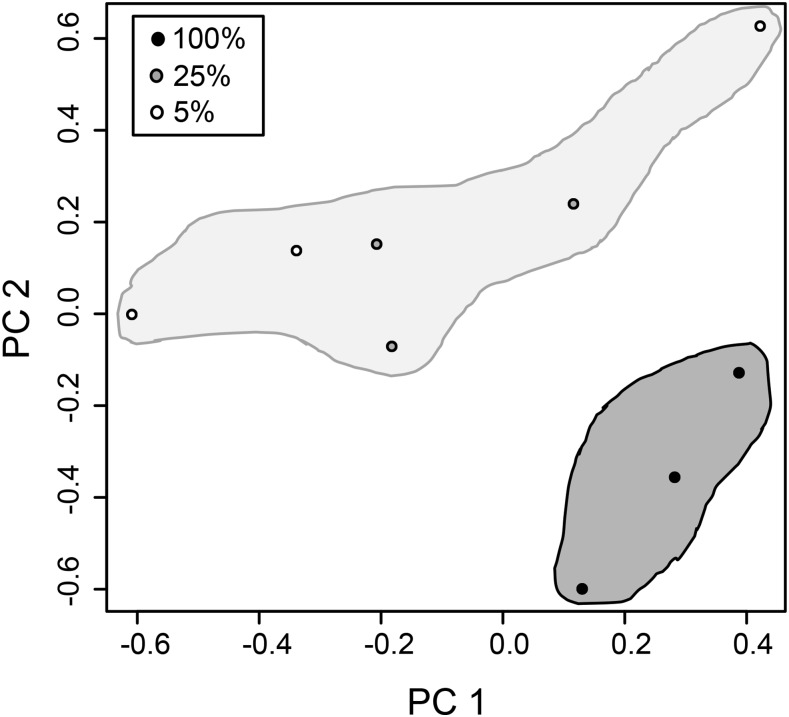
PCA plot of transcript abundances for all genes. The samples from mothers with standard food (100%, black points) group together, while the samples from mothers with reduced nutrition (25%, 5%; gray and white points) all group together.

### mRNA levels of many maternally deposited genes change with different nutritional conditions

We identified 119 transcripts (Table S3) and 314 genes (Table S4) as differing in abundance between our different levels of nutritional limitation (25%, 5%) and controls (100%), using Sleuth (Pimentel *et al.* 2017). 

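In the deposited estimated counts, 132 of 7410 genes and 35 of 15218 transcripts were DE between the 3 foods (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and the genes came to 106 with identical copies counted once. In 125 of the 132 genes all 6 embryos from limited mothers lay on the same side of all 3 standard embryos. With food percentage entered as a number, 349 genes and 93 transcripts were DE, and with the 25% and 5% embryos as a single group, 276 genes and 116 transcripts. A replicate block of the replicate numbers in the labels left 104 DE genes and 1 DE transcript (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). The embryos that entered the fit moved the gene count the most, from 66 genes without 100% replicate 3 to 1289 without 5% replicate 1, and gave from 10 to 522 transcripts. The transcript count rose the most with DESeq2, to 884.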

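Of the 32 DE transcripts that the annotation assigns to a gene, 24 belonged to a DE gene. Of the 132 DE genes, 108 had no DE transcript, of which 32 had more than 1 tested transcript. Tests were edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at both levels. Limma on the log2 scaled reads per base gave 158 DE genes and 117 DE transcripts, and DESeq2 gave 644 genes and 884 transcripts. The largest move of the gene count was to 1289, without 5% replicate 1. A replicate block, with pairs taken from the labels (mean correlation 0.053 against -0.027), gave 104 genes and 1 transcript. The paper ascribes the longer gene list to the power gained by summing over the transcripts of a gene.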

Almost all of the differentially expressed (DE) transcripts corresponded to genes we identified as differentially expressed in the gene-level analysis, but the gene level list is longer due to power gained by summing over transcripts in cases where genes have multiple transcripts. 

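Of the 132 DE genes, 56 had a lower and 76 a higher transcript level in the embryos from limited mothers, and with identical copies counted once 30 were lower and 76 higher. Their log2 fold changes ranged from -2.112 to 3.548, and in 46 genes the change was at least 1 in size. Genes were called with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. The replicate block gave 46 lower and 58 higher genes (pairing by the labels, mean correlation of deviations 0.053 with the same number and -0.027 otherwise). Across the fits that each left out 1 embryo, the lower genes ranged from 25 to 479 and the higher genes from 39 to 810, in each case with the most genes when 5% replicate 1 was left out.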

Of the 314 genes with significantly different transcript levels, 150 of them are represented at a lower level and 164 are more highly represented in the limited nutrition samples (25%, 5%) as compared to those whose mothers were raised on standard food. 

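Hierarchical clustering of the 9 embryos on the standardized levels of the 132 DE genes (Euclidean distance, complete linkage) put the 3 standard embryos alone in one of 2 clusters. Cut into 3 clusters, the tree separated 100%, 25% and 5% embryos from each other. Cut into 4, it set 5% replicate 1 apart from 5% replicates 2 and 3. Average linkage in place of complete linkage, and the DE genes of a limma fit on scaled reads per base in place of those of edgeR, gave the same clusters at each cut, so neither alternative moved an embryo. The genes were chosen for their differences between foods, and clusters on them are not a separate test of those differences. Identical copies entered as separate genes, among them 29 histone genes with 3 patterns of counts, so these families weigh more here than in the paper's clustering.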

Using hierarchical clustering on genes identified as differentially expressed (Figure 2), the 100% samples group together, while one of the 5% samples is closer to the 25% samples than the other 5% samples. Figure 2 highlights the main feature of this group of genes, that the transcript level of the 100% samples is high where the 5% level is low and *vice versa* with some number of genes having an intermediate level for the 25%. 

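In 125 of the 132 DE genes, the 6 embryos from limited mothers were all above or all below the 3 standard embryos. The change had the same sign at 25% and at 5% food in 129 of the genes. Its median size on the log2 scale was 0.598 at 25% and 0.744 at 5%, and in 87 genes the mean level at 25% lay between those at 100% and 5%. Without the selection of genes by the test, the same comparison gives a Pearson correlation of 0.678 between the 2 changes over 7410 genes. Both changes are measured against the same 3 standard embryos, which by itself favours a shared sign and raises this correlation. Which embryos entered the fit moved the number of DE genes the most, up to 1289 without 5% replicate 1. The replicate block gave 104 DE genes (pairing from the labels, mean correlation 0.053 for the same number and -0.027 for different numbers). From the opposite levels at 100% and 5% in Figure 2, the paper takes the contrast of these groups as the main feature, with an intermediate level at 25% for some genes.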

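Only 1 gene was DE between 5% and 25% food, CG42342 (FBgn0259244), with a log2 difference of 2.792 (standard error 0.292, adjusted p = 0.03617 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 0.5435 ± 0.163 CPM at 25% and 3.787 ± 0.76 CPM at 5% (SD, n = 3 each). In 87 of the 132 genes DE between the 3 foods, the mean at 25% lay between the means at 100% and 5%, but in no other gene was the 5% level distinguishable from the 25% level. With DESeq2, the alternative that moved this count the most, 34 genes differed between 5% and 25%, and in the fits that left out an embryo 0 to 3 did. None did, a count of 0, once the replicate number of the labels was a replicate block (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). The paper takes the similarity of the 5% and 25% samples as the reason that intermediate genes are hard to determine.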

That the 5% and 25% samples are so similar in transcript levels makes it difficult to determine which genes likely have an intermediate transcript level in the 25% as compared to the 5% and 100%.

**Figure 2:**
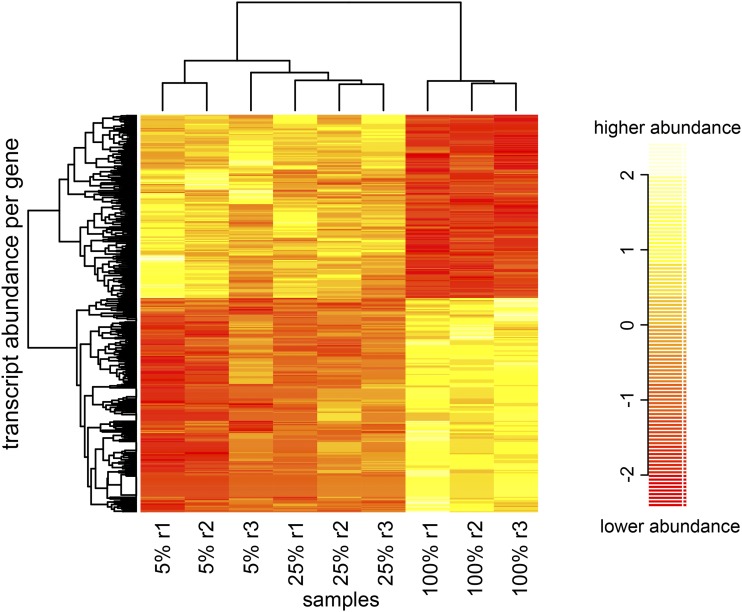
Clustering of data shows differential transcript levels of maternally deposited genes from mothers with limited nutrition. Hierarchical clustering was performed on standardized levels of genes identified as being differentially expressed between food percentage groups. Each row shows transcript abundance per gene. For the sample labels, the r1-r3 following the food percentage indicates the replicate number (1-3) for each food percentage. The 100% samples from mothers with standard food cluster together, while the 25% and 5% samples cluster together.

### Types of maternal transcripts that change with nutrition

The genes with the most significantly different transcript levels between the eggs from mothers on standard and reduced diets are represented in Figure 3. We present the top 15 differentially expressed genes (in both directions, both higher and lower transcript abundance in embryos from nutrition limited mothers) in this figure. 

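Of the genes drawn in Figure 3, 26 were found by their symbol in the annotation and passed the count filter, counting the His3 and the snRNA:U1 copies once each. Of the 14 found among the lower genes 13 were DE here, and MTF-1 had an adjusted p of 0.06346 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 12 found of the higher genes 11 were DE, and CG42307 had an adjusted p of 0.3258 from the same edgeR test with Benjamini-Hochberg adjustment. CG42307 was also the gene that moved the most with the unit: in scaled reads per base its log2 fold change was 0.956 in place of 0.172. JhI-1, MRE16, mt:ND1 and mt:ND5 were not found by these names or have transcript identifiers that are not in the files analysed here. In the replicate block fit, the adjusted p of Rab9 rose from 0.04076 to 0.1092 and that of CG4570 from 0.01983 to 0.05614 (edgeR, Benjamini-Hochberg). The pairing comes from the labels, and embryos with the same number had a mean correlation of deviations of 0.053, against -0.027 for different numbers.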

We note that in the list of significantly differentially represented genes, genes with higher transcript abundance dominate among the most significant (*i.e.*, of the top ten differentially expressed genes, nine of them have higher transcript abundance). 

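Ranked by the p of edgeR's quasi-likelihood test over the 3 foods, 9 of the top 10 genes were higher and 1 was lower in embryos from limited mothers. At the top was Oga (FBgn0038870, chromosome 3R of BDGP6, 21219077 to 21222843, plus strand), at 53.45 ± 3.79 CPM on 100% food, 127.4 ± 0.573 on 25% and 119.5 ± 6.53 on 5% (SD, n = 3 each). The log2 fold change was 1.207 (standard error 0.055, adjusted p = 0.000105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Next was Ddx1 (FBgn0015075, 3L, 22263369 to 22266017, plus strand), with a log2 fold change of 0.767 (standard error 0.039, adjusted p = 0.000138 from the same edgeR test with Benjamini-Hochberg adjustment). The third was Acph-1 (FBgn0000032), which rose from 54.45 ± 3.31 CPM to 99.89 ± 1.78 and 95.52 ± 2.66 (SD, n = 3 each), and the fifth was FANCI (FBgn0033354), from 11.34 ± 0.866 CPM to 43.98 ± 2.46 and 41.25 ± 6.95. The change of Oga moved the most when single embryos were left out, between 1.168 and 1.265. It was 1.208 with the replicate number of the labels as a replicate block (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers).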

Among the genes with the most significantly lower transcript abundance represented in Figure 3, we do not see many of the examples of what will characterize the largest group of genes with lower transcript abundance, such as genes involved in translation (only *JhI-1* among the top 15 lower abundance genes). 

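Of the 86 ribosomal protein genes that were tested, 79 were lower in embryos from limited mothers, but none was DE in that direction. The most significant of those the paper draws in Figure 5B, RpS12 (FBgn0286213), ranked 203 of 7410 genes by p, with a log2 fold change of -0.271 (standard error 0.056, adjusted p = 0.08661 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By comparison, the lower genes of Figure 3 that were most significant here included snRNA:U11 at rank 17, CG1640 at rank 32 and CG12728 at rank 35. The change of RpS12 moved the most, to -0.182, with a trend against transcript length removed, a setting chosen after seeing the data. It stayed at -0.271 in the fit with the replicate number of the labels as a replicate block, with an adjusted p of 0.2018 (edgeR, Benjamini-Hochberg), and the mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers. JhI-1 was not found by this symbol in the annotation used here. The paper remarks from the composition of its top list that few genes of translation are among the most significant, although they make up its largest group of lower genes.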

We do observe lower abundance of *midway (mdy)*, which is a known regulator of lipid metabolism that is critical in oogenesis; indeed, oogenesis is not completed in *mdy* mutants (Buszczak *et al.* 2002). 

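The gene mdy (FBgn0004797) encodes a regulator of lipid metabolism and lies on chromosome 2L of BDGP6 from 16816660 to 16826964 on the plus strand. Its transcript level was 43.45 ± 3 CPM on 100% food, 31.4 ± 2.22 on 25% and 31.12 ± 1.34 on 5% (SD, n = 3 each). The log2 fold change was -0.475 (standard error 0.063, adjusted p = 0.01271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 embryos from limited mothers were below all 3 standard embryos. Leaving out single embryos moved the change the most, between -0.531 and -0.439, and in 7 of the 9 fits the gene stayed DE. Pairing by the labels, as a replicate block, gave a change of -0.475 with an adjusted p of 0.04259 (edgeR, Benjamini-Hochberg), while the correlation of deviations averaged 0.053 for the same number and -0.027 for different numbers. Since oogenesis is not completed in mdy mutants, the paper reasons that the limited mothers still transcribed enough of the gene, with less of it represented in the embryo.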

The amount of transcription of *mdy* in our limited nutrition mothers is apparently sufficient to complete oogenesis, but this aspect of lipid metabolism is significantly less represented at the transcript level in embryos from these mothers. 

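The gene snRNA:U11 (FBgn0083987, chromosome 3L of BDGP6, 3893056 to 3893330, minus strand) fell from 7.551 ± 1.16 CPM on 100% food to 2.88 ± 0.19 on 25% and 2.319 ± 0.398 on 5% (SD, n = 3 each). Its log2 fold change was -1.545 (standard error 0.158, adjusted p = 0.006224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 tested snRNA:U1 genes had 2 patterns of counts, because 3 of the copies had identical counts and cannot be told apart. The copy snRNA:U1:95Cc (FBgn0004187, 3R, 23826334 to 23826497, plus strand) had 2.907 ± 1.11 CPM on 100% food, 0.7888 ± 0.157 on 25% and 0.5674 ± 0.294 on 5% (SD, n = 3 each), a log2 fold change of -2.112 (adjusted p = 0.04621, edgeR with Benjamini-Hochberg adjustment). The 3 identical copies had a log2 fold change of -1.609 with an adjusted p of 0.05545 (edgeR, Benjamini-Hochberg). Of 15 tested snRNA genes 10 were lower and 2 were DE. Leaving out single embryos moved snRNA:U1:95Cc the most, between -2.358 and -1.801, and it stayed DE in only 2 of the 9 fits. Fitted with a replicate block, its change was -2.136 with an adjusted p of 0.1285, and that of snRNA:U11 was -1.546 with an adjusted p of 0.02341 (edgeR, Benjamini-Hochberg). The pairing is that of the labels, with a mean correlation of 0.053 for the same number and -0.027 for different numbers. Mature snRNAs carry no poly(A) tail, while the libraries were enriched with oligo(dT). The paper sets its pair of snRNPs against the lack of an enrichment of splicing factors as a group.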

Among the top 15 genes with lower transcript abundance are two snRNPs, however snRNPs or other splicing factors are not significantly enriched overall. There are also a number of genes of unknown function that are observed with lower transcript abundance, some of which (*CG31898*, *CG31517*) are most highly expressed in the early embryo as compared to other developmental stages (Gelbart and Emmert 2013; Graveley *et al.* 2010).

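CG31898 (FBgn0051898, chromosome 2L of BDGP6, 8400421 to 8401592, plus strand) had 24.8 ± 0.214 CPM on 100% food, 18.43 ± 1.12 on 25% and 17.08 ± 1.36 on 5% (SD, n = 3 each). Its log2 fold change was -0.483 (standard error 0.068, adjusted p = 0.01594 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CG31517 (FBgn0047199, 3R, 13948420 to 13949742, plus strand) had 37.81 ± 2.18, 31.37 ± 1.43 and 26.2 ± 0.838 CPM on the same foods (SD, n = 3 each). This is a log2 fold change of -0.399 (standard error 0.054, adjusted p = 0.007761, edgeR with Benjamini-Hochberg adjustment). In both genes all 6 embryos from limited mothers were below all 3 standard embryos. CG31517 was DE in all 9 fits that left out an embryo, and CG31898 in 5 of them. A trend against transcript length was removed in a setting chosen after seeing the data, which moved CG31517 the most, to -0.328. The fit with the labels' replicate number as a replicate block gave -0.486 and -0.398, each with an adjusted p of 0.04259 (edgeR, Benjamini-Hochberg), and the mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers. Other developmental stages were not analysed here. The paper cites earlier atlases for the high expression of these genes in the early embryo.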

**Figure 3:**
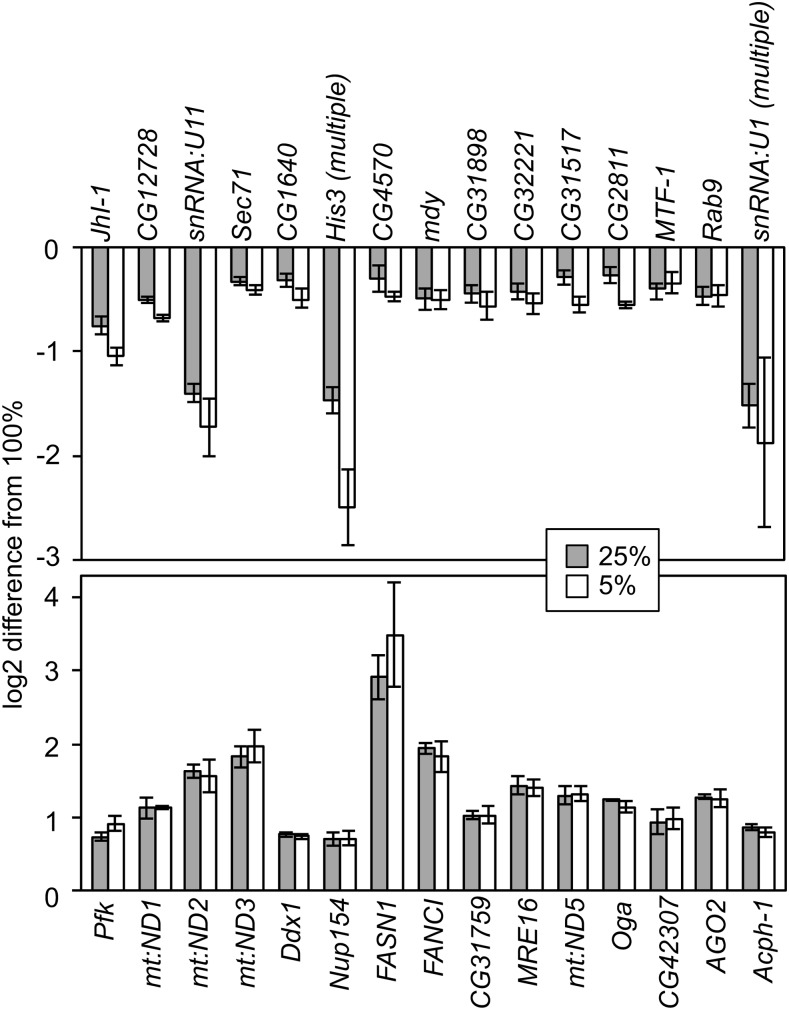
Genes most significantly differentially maternally deposited between mothers with standard nutrition and mothers with reduced nutrition. Transcript levels are the difference between the log2 scaled reads per base counts in eggs from the reduced food mothers (25%, 5%) and the standard food controls (100%). In the case of the *His3* and *snRNA:U1* genes, these are multi-copy genes with similar coding sequence, so transcripts map to multiple copies of these genes, levels here are reads mapped to a single copy (see methods).

Among the most highly differentially deposited genes that we observe to be of higher transcript abundance in eggs of nutritionally limited mothers are those involved in the electron transport chain (*mt:ND1*, *mt:ND2*, *mt:ND3*, *mt:ND5*), transport of macromolecules (*Nup154*), genes we might expect to be affected by nutrition (*Pfk*, *FASN1*, *Oga*), as well as some genes of unknown function (*CG31759*, *CG42307*). 

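The mitochondrial gene mt:ND2 (FBgn0013680, positions 240 to 1263 of the mitochondrial genome) rose from 7.354 ± 0.526 CPM on 100% food to 22.9 ± 1.32 on 25% and 22.13 ± 3.02 on 5% (SD, n = 3 each). Its log2 fold change was 1.613 (standard error 0.104, adjusted p = 0.000365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mt:ND3 (FBgn0013681, positions 5608 to 5961), the level rose from 10.96 ± 3.18 to 38.39 ± 3.67 and 42.77 ± 5.78 CPM, a log2 fold change of 1.886 (standard error 0.172, adjusted p = 0.003017, edgeR with Benjamini-Hochberg adjustment). The transcripts of mt:ND1 and mt:ND5 were not in the files analysed here under the identifiers of the annotation. Nup154 (FBgn0021761, chromosome 2L of BDGP6, 11004820 to 11010921, plus strand) had 246 ± 4.37, 403.2 ± 27.1 and 408.6 ± 32.2 CPM, a log2 fold change of 0.723 (standard error 0.065, adjusted p = 0.002945, edgeR with Benjamini-Hochberg adjustment). CG31759 (FBgn0051759, 2L, 12207709 to 12210110, plus strand) had 15.8 ± 1.13, 32.66 ± 1.08 and 32.87 ± 3.13 CPM, and its log2 fold change was 1.052 (standard error 0.077, adjusted p = 0.000824, edgeR with Benjamini-Hochberg adjustment). In these 4 genes, and in Oga, all 6 embryos from limited mothers were above all 3 standard embryos, and the 4 genes were DE in all 9 fits that left out an embryo. CG42307 (FBgn0259203, 3L, 7329132 to 7333471, plus strand) was at 51.31 ± 4.2, 55.37 ± 3.94 and 60.39 ± 5.61 CPM, a log2 fold change of 0.172 (standard error 0.075, adjusted p = 0.3258, edgeR with Benjamini-Hochberg adjustment), which was not distinguishable from 0. The unit moved CG42307 more than any other of these genes: limma on the log2 scaled reads per base gave 0.956 with a Benjamini-Hochberg adjusted p of 0.001947. Under a replicate block taken from the labels, the log2 fold changes of mt:ND2, mt:ND3, Nup154, CG31759 and CG42307 were 1.615, 1.902, 0.723, 1.052 and 0.174 (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). From the most significant genes the paper singles out those of the electron transport chain, of macromolecule transport and of nutrition, beside genes of unknown function.

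**Figure D1:**
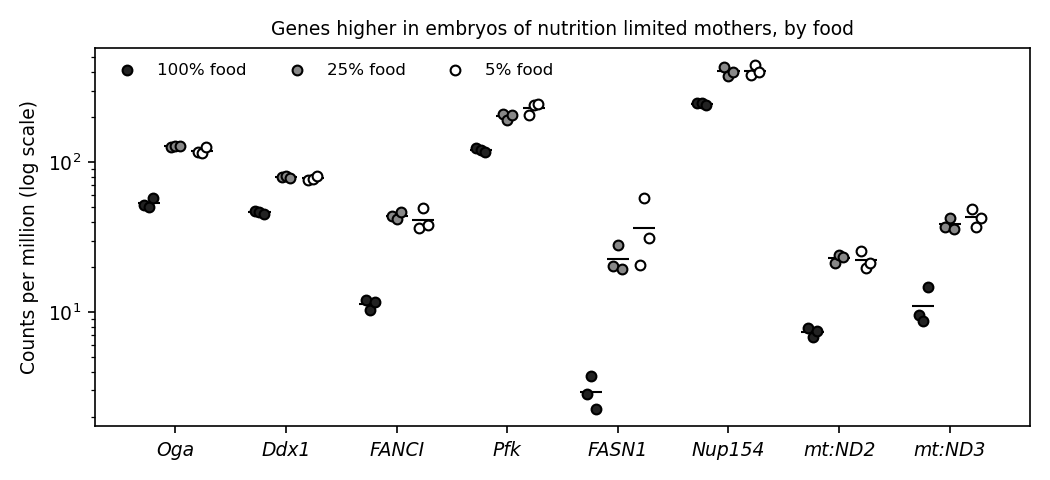
CPM on a log scale for 8 genes in each embryo, with a point per embryo, a line at the mean of the 3 embryos of a food, and black, gray and white points for 100%, 25% and 5% food. In each gene the 6 gray and white points lie above the 3 black points, as for mt:ND2, with a mean of 7.354 CPM on 100% food and of 22.9 and 22.13 CPM on 25% and 5% food.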

With *Phosphofructokinase* (*Pfk*) and *Fatty acid synthase 1* (*FASN1*), we find significantly higher transcript abundance of genes involved in both glycolysis and fatty acid synthesis. 

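Pfk (FBgn0003071) lies on chromosome 2R of BDGP6 from 10109740 to 10117457 on the plus strand. It had 120.2 ± 3.65 CPM on 100% food, 202.4 ± 9.12 on 25% and 230.5 ± 20.3 on 5% (SD, n = 3 each), a log2 fold change of 0.845 (standard error 0.064, adjusted p = 0.000824 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FASN1 (FBgn0283427, 2L, 3056598 to 3068177, plus strand) had 2.945 ± 0.736 CPM on 100% food, 22.47 ± 4.67 on 25% and 36.48 ± 19.1 on 5% (SD, n = 3 each). That is a log2 fold change of 3.281 (standard error 0.365, adjusted p = 0.007599, edgeR with Benjamini-Hochberg adjustment), and the spread between its 5% embryos was wide. Neither gene differed detectably between 5% and 25% food, with adjusted p of 0.6695 and 0.8048 (edgeR, Benjamini-Hochberg). Both were DE in all 9 fits that left out an embryo. FASN1 moved the most of the 2, to 3.01 with a trend against transcript length removed, a setting chosen after seeing the data. Blocking on the replicate number of the labels (replicate block) gave changes of 0.844 and 3.247 (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). The paper reads these increases as higher transcript abundance in both glycolysis and fatty acid synthesis.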

*O*-Linked *N*-acetylglucosamine (*O*-GlcNAc) is a post-translational modification of proteins that functions as a nutrient sensing mechanism, O*-GlcNAcase (*Oga*)* removes *O*-GlcNAc from proteins (Akan *et al.* 2016). 

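The gene Oga was the most significant of all 7410 tested genes, with a log2 fold change of 1.252 at 25% food (standard error 0.061) and 1.161 at 5% food (standard error 0.061) against 100%. It did not differ detectably between 5% and 25% food (log2 difference -0.092, standard error 0.06, adjusted p = 0.9576 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Pfk the changes were 0.751 at 25% and 0.939 at 5% (standard error 0.072 each), and for FASN1 they were 2.931 at 25% (standard error 0.386) and 3.63 at 5% (standard error 0.39). In all 3 genes the 6 embryos from limited mothers were above the 3 standard embryos. FASN1 moved the most, from 3.281 to 3.01 for the mean of both foods with a trend against transcript length removed, a setting chosen after seeing the data. A replicate block with the pairing of the labels gave 1.208 for Oga, 0.844 for Pfk and 3.247 for FASN1 (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). From the known roles of these genes the paper reasons that an effect of nutrition on them might be anticipated.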

Thus a number of our top differentially expressed genes might be expected to be affected by nutrition.

To categorically analyze the types of genes with significantly higher or lower transcript abundance in their maternal deposition due to differences in nutrition, we performed gene ontology analysis on the differentially expressed genes using PANTHER, GO categories complete (Mi *et al.* 2017). The significantly enriched GO categories associated with our differentially expressed gene lists (higher and lower transcript abundance) as compared to the set of all genes maternally deposited in the embryo (present at stage 2 in our samples) are represented in Figure 4. Genes whose transcript levels are lower in the nutritionally limited mothers are those involved in cytoplasmic ribosomes and translation, peptide and amide biosynthetic processes, and peptide metabolism. 

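GO annotations were not in the files analysed here, so the ribosome was examined as the 86 tested genes with symbols of cytoplasmic ribosomal proteins (RpL, RpS and sta). Their mean log2 fold change was -0.1278 and 79 of the 86 were lower in embryos from limited mothers, and limma's camera test of the set against all other genes gave a p of 8.46e-17, while 5 of the 84 exact permutations of the embryos into 6 and 3 gave a mean at least as large. None of the 86 was DE lower, and 2 were DE higher (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Camera ranks the set against other genes and takes the embryos as given. The 5 permutations, a share above 0.05, include the real one and count means of either sign. The others gave -0.138 in the direction seen and 0.14, 0.161 and 0.174 in the opposite one. The ribosomal protein mRNAs took up 22.214% ± 0.382 of all TPM on 100% food, 20.466% ± 0.724 on 25% and 20.023% ± 1.532 on 5% (SD, n = 3 each). The difference of -1.97 percentage points between limited and standard embryos was larger than the spread (exact permutation test, p = 0.0238). The mean log2 fold change moved the most, to -0.046, when a trend against transcript length was removed, a setting chosen after seeing the data. The mean was again -0.1278 in the fit with the replicate number of the labels as a replicate block, and the mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers. From the GO categories enriched among its lower genes, the paper concludes that transcripts for cytoplasmic ribosomes and translation are reduced by limited nutrition.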

Transcripts provided by the mother to the egg at a higher level in nutritionally limited conditions are involved in localization and transport of macromolecules in the cell and the production of ATP via the electron transport chain. 

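Of the 13 protein-coding genes of the mitochondrial genome, 8 had a transcript in the files analysed here. Their mean log2 fold change was 1.0918 (limma's camera test, p = 1.74e-11, and 1 of the 84 exact permutations of 6 and 3 embryos as large, the real one), and 7 of the 8 were higher and DE (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The share of mitochondrial mRNAs in all TPM was 0.225% ± 0.032 on 100% food, 0.464% ± 0.062 on 25% and 0.446% ± 0.01 on 5% (SD, n = 3 each). All 6 limited embryos were above all 3 standard embryos (difference 0.23 percentage points, exact permutation test, p = 0.0119, the smallest that 84 arrangements allow). In estimated counts the difference moved the most, to 0.11 percentage points (exact permutation test, p = 0.0119). For the transport of macromolecules, the 21 tested nucleoporin genes had a mean log2 fold change of 0.152 (camera p = 0.000989, and 1 of 84 exact permutations as large), with 15 of 21 higher and 2 DE higher. The nucleoporin mean moved the most, to 0.0939, with a trend against transcript length removed, which was chosen after seeing the data. A replicate block with the numbers of the labels gave means of 1.0978 for the mitochondrial set and 0.1514 for the nucleoporins. Embryos with the same number had a mean correlation of deviations of 0.053, against -0.027 for different numbers. From the GO categories enriched among its higher genes, the paper concludes that limited mothers provide more transcripts for macromolecule transport and for the electron transport chain.

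**Figure D2:**
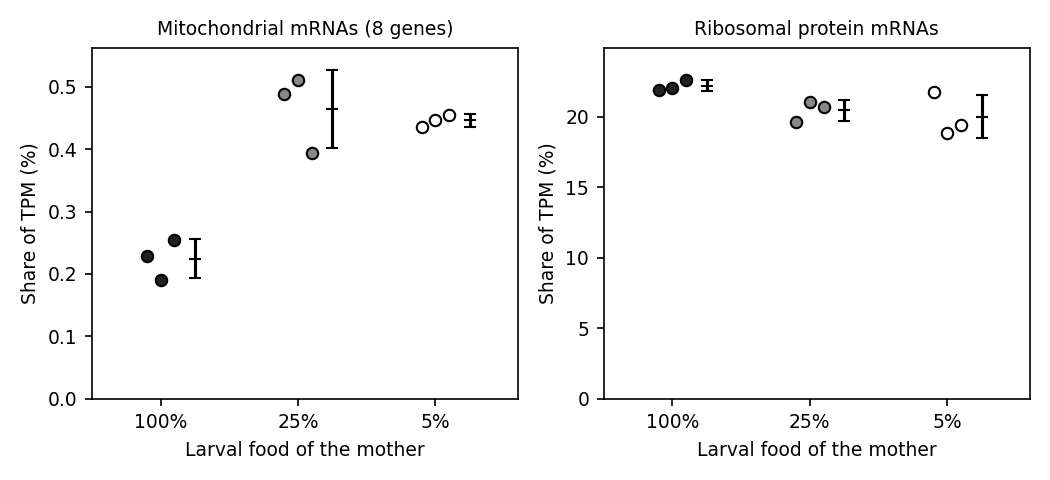
Share of all TPM (%) taken by the mRNAs of 8 mitochondrial genes (left) and of ribosomal protein genes (right) in each embryo, by the food of the mother, with a point per embryo and a bar at the mean with its SD. The mitochondrial share lies between 0.1911% and 0.2544% in the 3 embryos on 100% food and between 0.3933% and 0.5113% in the other 6, and the ribosomal protein share lies between 21.9321% and 22.649% on 100% food and between 18.8609% and 21.7589% in the others.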

These findings were further reinforced by analysis of enriched KEGG pathway ontology (Kanehisa *et al.* 2017) using STRING (Szklarczyk *et al.* 2017). 

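KEGG terms were not in the files analysed here, so oxidative phosphorylation was examined as the mitochondrial and the nuclear genes of the electron transport chain. The 8 mitochondrial genes had a mean log2 fold change of 1.0918 (limma's camera test, p = 1.74e-11, and 1 of the 84 exact permutations of 6 and 3 embryos as large). The 55 tested nuclear genes had a mean of 0.0033 (camera p = 0.7037, and 81 of 84 exact permutations as large), with 26 higher, 29 lower and 1 DE higher (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). For RNA transport, the 21 nucleoporins had a mean of 0.152 (camera p = 0.000989, and 1 of 84 exact permutations as large). For the ribosome, the 86 ribosomal protein genes had a mean of -0.1278 (camera p = 8.46e-17, and 5 of 84 exact permutations as large). The nuclear set moved the most, to 0.082, with a trend against transcript length removed, a setting chosen after seeing the data. In the fit with the replicate number of the labels as a replicate block, the nuclear mean was 0.0028, with a mean correlation of deviations of 0.053 for the same number and -0.027 for different numbers. In the paper's reasoning, the enriched KEGG terms reinforce the GO result of fewer ribosome transcripts and more of oxidative phosphorylation and RNA transport.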

As reported in Table S6, the ribosome is the only KEGG pathway term with significantly lower transcript representation in nutritionally deprived mothers, while genes in the oxidative phosphorylation, metabolic pathway, and RNA transport were all more highly represented at the transcript level. 

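All 12 ribosomal protein genes drawn in Figure 5B were lower in embryos from limited mothers. Their log2 fold changes lay between -0.366 (RpL39, FBgn0023170) and -0.21 (RpS30, FBgn0038834), with standard errors between 0.051 and 0.094. Their adjusted p lay between 0.08661 and 0.1828 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that none was DE. RpL39 had 363.8 ± 6.76 CPM on 100% food, 294.6 ± 2.99 on 25% and 270.6 ± 50.4 on 5% (SD, n = 3 each). Of the genes in Figure 5A, mt:CoI (FBgn0013674, positions 1474 to 3009 of the mitochondrial genome) had 697.7 ± 106, 1427 ± 210 and 1359 ± 15.4 CPM on these foods, a log2 fold change of 0.997 (standard error 0.117, adjusted p = 0.007678, edgeR with Benjamini-Hochberg adjustment). The mitochondrial genes mt:ND2, mt:ND3, mt:CoII, mt:CoIII, mt:ND6 and mt:ND4L were DE as well, with log2 fold changes from 0.958 (mt:ND4L) to 1.886 (mt:ND3). Of the ribosomal genes named here RpL39 moved the most, to -0.241, with a trend against transcript length removed, a setting chosen after seeing the data. With the replicate number of the labels as a replicate block, mt:ND6 and mt:ND4L were no longer DE, with adjusted p of 0.09783 and 0.07995 (edgeR, Benjamini-Hochberg). The mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers.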

Protein network interactions for significantly differentially represented genes belonging to the most significantly differentially KEGG pathways are pictured in Figure 5.

**Figure 4:**
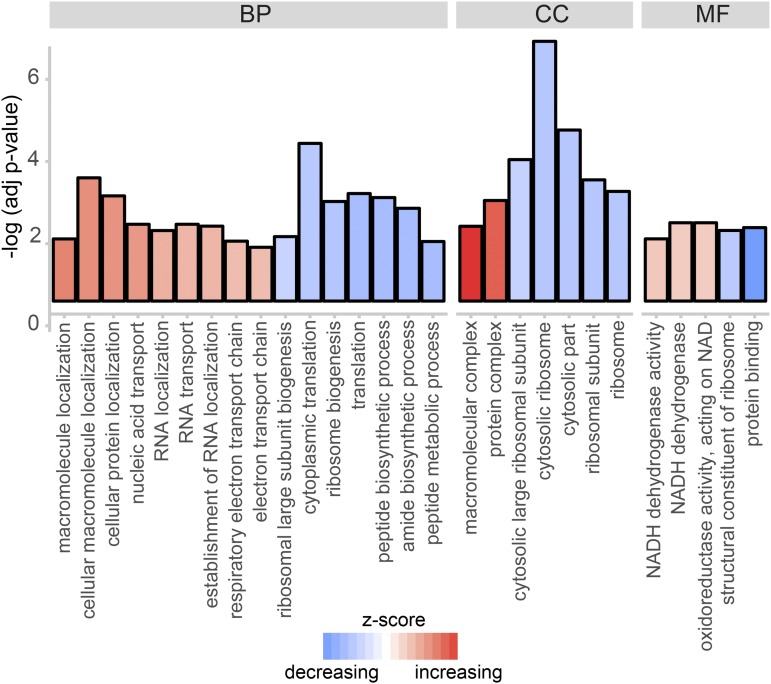
GO term analysis. Significantly enriched GO terms are pictured, grouped by category (BP: biological process, CC: cellular component, MF: molecular function). Those with increasing z-score (red) describe genes with higher transcript abundance in the nutritionally limited mothers (25% and 5% food) as compared to mothers supplied with standard nutrition, while those with a decreasing z-score (blue) are those with lower transcript abundance in nutritionally limited mothers.

**Figure 5:**
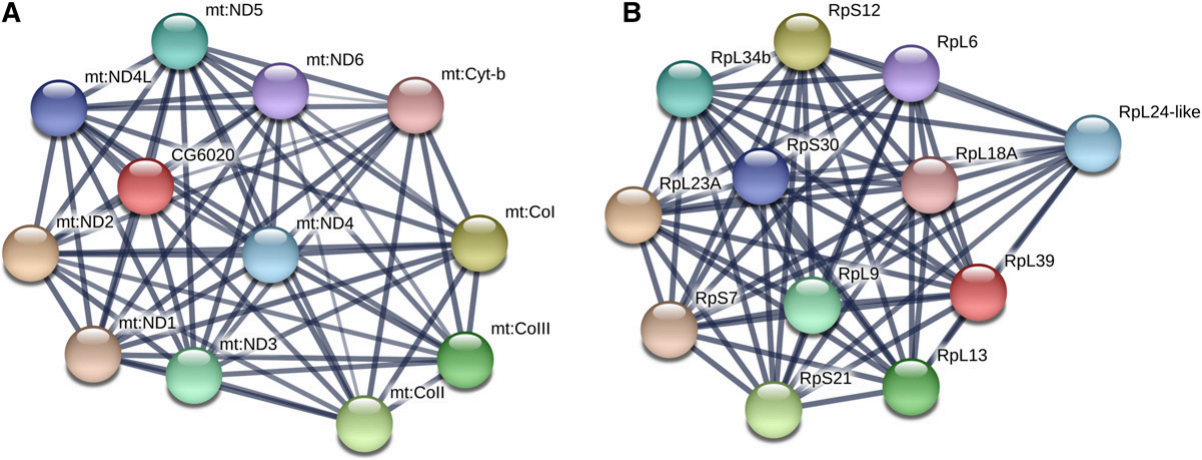
Protein network interaction diagrams for genes in most significantly enriched KEGG pathways. Edges represent protein-protein associations; line width indicates the strength of data support. A) Protein network for genes with higher transcript abundance in eggs from nutritionally limited mothers involved in the oxidative phosphorylation pathway. B) Protein network for genes with lower transcript abundance in eggs from nutritionally limited mothers involved in the ribosome.

### Comparison of changes in maternal deposition due to nutrition limitation to other studies

Since the mothers in the experimental group in this study experienced reduced nutrition during development, we ultimately want to address whether the transcripts they differentially deposit into eggs are due to either their own limitations or because they are “preparing” their offspring for nutritional limitation during their lifetimes. Because of this, we wanted to examine whether the changes in maternal transcript deposition we observe are usual cellular responses to starvation. We compare our data to previous studies. Comparing our list of 314 genes with significant changes in maternal transcript deposition due to parental nutrition limitation to the 177 genes listed under the GO term “response to starvation” for *Drosophila melanogaster* (Carbon *et al.* 2009; Ashburner *et al.* 2000), we find a non-significant (chi-squared test, *P* = 0.95) overlap of eight genes (*Bruce*, *CG9422*, *Mat89Ba*, *Nmd3*, *Ns1*, *p53*, *Pten*, *Rack1*). 

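Values are given for 6 of the genes listed, Bruce, Mat89Ba, Nmd3, Ns1, p53 and Rack1, and CG9422 was not found by its symbol. Nmd3 (FBgn0023542, chromosome X of BDGP6, 2182818 to 2184668, minus strand) had 48.63 ± 2.71 CPM on 100% food, 70.69 ± 2.65 on 25% and 69.02 ± 5.05 on 5% (SD, n = 3 each), and a log2 fold change of 0.522 (standard error 0.058, adjusted p = 0.007678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mat89Ba (FBgn0261286, 3R, 16268329 to 16272415, minus strand) had 121.5 ± 5.39, 164 ± 8.43 and 164.3 ± 8.66 CPM (SD, n = 3 each), a log2 fold change of 0.435 (standard error 0.055, adjusted p = 0.009928, edgeR with Benjamini-Hochberg adjustment). The other 4 of these genes were not DE, with log2 fold changes between -0.296 (p53) and 0.421 (Bruce) and adjusted p between 0.09702 (Rack1) and 0.1257 (edgeR, Benjamini-Hochberg). Bruce moved the most, from 0.421 to 0.05 with a trend against transcript length removed, a setting chosen after seeing the data. With the replicate number of the labels as a replicate block, Nmd3 and Mat89Ba had changes of 0.523 and 0.435 and adjusted p of 0.03556 and 0.04604 (edgeR, Benjamini-Hochberg), and the mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers. The GO list itself was not in the files analysed here, and the overlap was not tested again. The paper reports this overlap as not significant. From all its comparisons it later proposes that a provisioning for future limitation, if there is one, draws on few known starvation or stress genes.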

We also find very little overlap between our gene list and the 126 transcripts affected by starvation in a genomic study of 16 hr starved adults (Moskalev *et al.* 2015), with only two of the same genes implicated as differentially expressed (*ade3*, *Spat*; chi-squared test, *P* = 0.22). Despite the low number of genes implicated in both studies, we find higher transcript levels of some genes in the same GO categories in starved conditions in both studies, such as oxidation-reduction process and metabolic process (Moskalev *et al.* 2015). We also compared our data to two previous microarray studies, one that identified transcription changes in starved larva (Erdi *et al.* 2012), the other in starved adults (Harbison *et al.* 2005). These studies identified far more differentially expressed genes, 2819 in (Erdi *et al.* 2012) and 3451 in (Harbison *et al.* 2005). Of our differentially expressed genes, 67 or 22% of our genes were in common with the Erdi *et al.* 2012 study, and 83 or 26% of our genes were in common with the Harbison *et al.* study (Table S8; overlap was non-significant in both cases, from chi-squared test, *P* = 0.60 and *P* = 0.46, respectively). There were 16 genes on that were in common between our study and both of these microarray studies on nutrition-limited flies and larvae (Erdi *et al.* 2012; Harbison *et al.* 2005), some with known roles relating to nutrition: *ade3*, *ATPCL*, *CG11275*, *CG13631*, *CG15098*, *CG4733*, *Cyp6a17*, *GNBP3*, *Hsc70-5*, *mrt*, *Rab4*, *rdgBbeta*, *RpL13*, *Spat*, *Sps2*, *and Tif-IA*.

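Of the 16 genes listed, 14 were found by symbol and tested, and ade3 and Spat were not found. Only CG11275 (FBgn0034706, chromosome 2R of BDGP6, 22179695 to 22182642, plus strand) was DE. It had 0.5563 ± 0.18 CPM on 100% food, 1.973 ± 0.51 on 25% and 1.83 ± 0.201 on 5% (SD, n = 3 each), a log2 fold change of 1.768 (standard error 0.281, adjusted p = 0.03289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed DE in 2 of the 9 fits that left out an embryo. The 13 others had log2 fold changes between -0.309 (mrt) and 5.719 (Cyp6a17) and adjusted p between 0.05767 and 0.171 (edgeR, Benjamini-Hochberg). Of all 14 genes 6 were lower and 8 higher in embryos from limited mothers. Cyp6a17 moved the most, to between 5.192 and 6.537 with single embryos left out. Its change had a standard error of 1.313 and rests on a very low level on 100% food, 0.03024 ± 0.0295 CPM (SD, n = 3). In 25% replicate 1 it was at 0.03183 CPM, below the 0.0589 CPM of 100% replicate 1. In the fit with the replicate number of the labels as a replicate block, CG11275 had a log2 fold change of 1.78 and an adjusted p of 0.1007 (edgeR, Benjamini-Hochberg), and the mean correlation of deviations was 0.053 for the same number and -0.027 for different numbers.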

To expand our comparisons beyond previous studies of nutrition limitation, we also compared our list of differentially expressed genes to other pathways that we might expect to respond to starvation. We compared our data to components of the insulin/insulin-like growth factor signaling (IIS) and target of rapamycin (TOR) pathways and found again limited overlap (chi-squared test, *P* = 0.44), with only four genes (*p53*, *Pten*, *Tif-IA*, *trbl*) in common between our data and 52 core IIS/TOR components (Stanley *et al.* 2017). 

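Values are given for 3 of these genes. The gene trbl (FBgn0028978, chromosome 3L of BDGP6, 20396288 to 20401609, minus strand) was the only DE gene of the 3, at 69.42 ± 7.11 CPM on 100% food, 47.09 ± 4.51 on 25% and 51.17 ± 1.81 on 5% (SD, n = 3 each). Its log2 fold change was -0.5 (standard error 0.075, adjusted p = 0.02099 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tif-IA and p53 had log2 fold changes of 0.35 and -0.296 and adjusted p of 0.06192 and 0.1257 (edgeR, Benjamini-Hochberg). Leaving out single embryos moved trbl the most, between -0.578 and -0.433, and it stayed DE in 4 of the 9 fits. With the replicate number of the labels as a replicate block, its change was -0.498 with an adjusted p of 0.04789 (edgeR, Benjamini-Hochberg), with a mean correlation of deviations of 0.053 for the same number and -0.027 for different numbers. The list of IIS/TOR components was not in the files analysed here. The paper describes the overlap of its genes with these pathways as limited.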

We noticed that some of the overlapping genes in all comparisons were general stress response factors, so we investigated the 1328 genes annotated under the GO term “response to stress” (Carbon *et al.* 2009; Ashburner *et al.* 2000). We found 45 genes in common (Table S8), which corresponds to 14% of the genes in our list (non-significant, chi-squared test *P* = 0.14). Over all comparisons to all listed studies and GO categories, we report 37 genes present in two or more of these lists in common with our data (Table S8).

In general, while there are some commonalities in genes previously implicated as differentially regulated upon starvation, part of the IIS/TOR pathways, or as part of a general stress response, our set of genes with differential transcript abundance is distinct. 

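Among the overlapping genes for which values are given, 2 of 6 from the response to starvation, 1 of 14 from both microarray studies and 1 of 3 from the IIS/TOR pathways were DE here (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Those 4 genes were Nmd3, Mat89Ba, CG11275 and trbl, and the first 3 of them were higher in embryos from limited mothers. The lists of the earlier studies were not in the files analysed here, so the overlaps were not counted again. The number of DE genes that enters such a comparison ranged from 66 to 1289 across the fits that left out an embryo, and was 104 with the replicate number of the labels as a replicate block (mean correlation of deviations 0.053 for the same number and -0.027 for different numbers). From the limited overlaps, the paper concludes that its genes are a distinct set.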

This is likely due to examining the effect of nutrition deprivation during development on the maternal investment in the next generation. The mothers are not currently experiencing starvation or stress themselves, but may be provisioning their offspring to face limited resources during their development. This analysis suggests that this maternal provisioning to prepare the offspring for future nutrition limitation, if occurring, does not involve many of the same genes that are currently known to respond to starvation or stress.

## Discussion

Poor environmental conditions for a parent may have profound effects on the offspring. These effects can be detrimental if they have impacts such as reducing the investment that a parent is able to make in an individual offspring. But we also sometimes observe parents preparing offspring to experience similar stresses, for example by investing more resources in a smaller number of offspring (Mousseau and Fox 1998). In Drosophila, parents with reduced nutrition produce heavier eggs (Vijendravarma *et al.* 2010; Prasad *et al.* 2003), and in some cases grow into larger adults (Valtonen *et al.* 2012). These previous studies did not measure the effect of maternal nutrition on fecundity, so we did so with the same food treatments used to produce the RNA-Seq data. We find that mothers raised with limited nutrition (5% and 25%) lay significantly fewer eggs (Wilcoxon test, *P* = 4x10^−4^; Figure S2, Table S9). Therefore, combining our result with previous work demonstrates that limiting nutrition in mothers during development results in the production of fewer but heavier eggs, from provisioning more resources to each offspring despite having fewer resources to begin with.

In this study, we asked what effect reduced nutrition in mothers would have on provisioning of mRNAs to the egg. As these maternally supplied gene products are the basis of genetic control of the organism up until zygotic genome activation, this is an opportunity for the mother to set up developmental trajectories that will influence the rest of development for this offspring. For example, perhaps the mother can supply her offspring with more of particular transcripts that can help to offset the detrimental effect of future poor nutrition on her offspring. Or, perhaps the production of transcripts (or particular transcripts) is costly to the mother. In this case, a mother who experienced limited nutrition during development would be unable to supply the same number of transcripts (or particular transcripts) to the offspring. Our data do not address whether the process of producing these transcripts is itself costly to the mother, but we did not find any systematic bias in the total amount of RNA in the egg during the extraction process to make RNA-Seq libraries. The cost to a cell of protein production is often considered to be more than transcription (Lynch and Marinov 2015), but transcription can also be as limiting under certain conditions (Kafri *et al.* 2016). Our observation of no differences in amount of total RNA indicates that transcription itself may not be limited in these mothers with reduced nutrition during their own development, likely because they were nutrient limited only during larval stage. This suggests that we can potentially view the differences in transcript levels in eggs we observe from a life-history perspective as nutrient limited mothers preparing their offspring for nutrition limitation during development.

In this study, we find that nutrition-limited mothers deposit fewer transcripts for many genes involved in translation. Many genes involved in biogenesis of cytoplasmic ribosomes, translation, and the biosynthesis and metabolism of proteins have lower transcript abundance in mothers who experienced limited nutrition as larvae. As translation is a major cost to the cell, this downregulation in translation-related transcripts may reduce the proportion of the energy devoted to these processes. One prediction of this hypothesis is that this would likely slow development time, as translation would become rate limiting. Yet in the study on which we modeled our nutritional limitation method (food dilution for parents in the larval stage) the offspring of nutrition limited mothers showed no difference in development time when raised on standard food (Vijendravarma *et al.* 2010). However, with a different nutrition limitation method, another study (Valtonen *et al.* 2012) did find a longer development time for offspring whose parents were both raised on limited food.

We found an increase in transcript levels for factors involved in the localization and transport of biomolecules. Genes involved in the transport of proteins and genes involved in the transport and localization of RNAs were particularly enriched among those with higher transcript abundance produced by these mothers. Due to previous study of the effect of nutrition on oogenesis, it is known that nutrition limitation in the mother during oogenesis leads to microtubule reorganization in early oocytes and mislocalization of mRNAs and proteins (Shimada *et al.* 2011). While the mothers in our study have adequate nutrition at the point they are undergoing oogenesis, it is possible that additional mRNAs for localization of biomolecules are transcribed as a hedge against their own future poor nutrition during oogenesis. This would imply that these mRNAs are in the egg as a result of their potential function during oogenesis. On the other hand, early embryogenesis is the time when positional information is being established for the rest of development, so perhaps additional transcripts for genes involved in transport and localization of mRNAs and proteins are supplied so that this critical process does not fail. Additionally, if transport and localization is occurring in a larger embryo, possibly for a longer period of time, more transcripts may be needed.

The other group of transcripts with higher abundance in eggs from nutritionally deprived mothers in our study relate to the electron transport chain (ETC). The number of mitochondria increase in late oogenesis (Cox and Spradling 2003; Hurd *et al.* 2016), but display low levels of activity that increases through embryogenesis following egg activation (Van Blerkom 2011; Ramalho-Santos and Amaral 2013; Dumollard *et al.* 2007). A recent study (Sieber *et al.* 2016) showed that the downregulation of insulin signaling that occurs in late oocytes results in the low activity state of mitochondria due to remodeling of the electron transport chain complexes. This results in an accumulation of glycogen late in oogenesis that is critical for the development of the egg, and that mitochondrial activity is upregulated again as embryogenesis proceeds (Sieber *et al.* 2016).

As the downregulation of ETC complexes during oogenesis is necessary for progression through oogenesis and presumably into embryogenesis, we are left with two possibilities to explain our upregulated ETC transcripts: one, that the shut down of ETC during oogenesis was not as strong as in well-fed mothers; or two, that mitochondria are active earlier in embryogenesis in eggs from nutrition-limited mothers. If the ETC was not downregulated as much during embryogenesis, this would predict that the eggs would contain less glycogen, which would be inconsistent with the idea that these mothers are better provisioning fewer eggs. Alternatively, mitochondria may become active earlier in development in the eggs from these mothers. A previous study (Tennessen *et al.* 2014) found a switch in gene expression in mid-embryonic development (∼12 hr after egg lay) to glycolytic gene expression, but in contrast to the canonical aerobic glycolytic pathway, genes involved in the TCA cycle and the electron transport chain are also upregulated. Evidence points restoration of mitochondrial membrane potential as early as blastoderm stage (Bownes’ stage 5, mitotic cycle 14) of embryogenesis (Sieber *et al.* 2016), which is after the activation of the zygotic genome. But our study examines embryos earlier stages (stage 2, >1 hr earlier than blastoderm stage begins, > 6 hr before the mid-embryonic stage discussed above), thus may represent earlier reactivation of mitochondrial activity in embryos from mothers with reduced nutrition.

### Conclusions

In this study, we demonstrate that maternal deposition of mRNA into the egg is affected by the nutritional status of the mother during her development. We characterize which transcripts are affected and what processes these transcripts are involved in. The fitness consequences of these changes in transcript representation in the egg remains to be determined, and will need to be considered in the context of the other life history traits effecting development.

How the deposited data were processed for this re-analysis (not part of the article)

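Single embryos of the Oregon-R stock at Bownes' stage 2 were sequenced, 3 from mothers raised on each of 100%, 25% and 5% food (9 embryos). The authors enriched polyadenylated RNA with oligo(dT), sequenced all libraries as 150 bp paired-end reads in a single lane, trimmed the reads with Cutadapt and quantified them with Kallisto against the Ensembl BDGP6 transcripts, whose release the paper does not state. The condition and replicate number of each embryo were taken from the sample labels and the paper.

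The authors deposited, for each embryo and each of 34749 transcripts, the estimated counts that Kallisto gives. These are not normalized, and a read that matches several transcripts is divided among them. The authors also deposited the TPM of each transcript, which is the estimated count divided by the effective length and scaled to the same sum in every embryo. The transcript length and effective length in bases, which have no further unit, were deposited in the same files. Kallisto's bootstraps were not in the files analysed here, so the authors' Sleuth likelihood ratio test could not be run again. The total estimated count per embryo ranged from 30753334 to 35898458, with a median of 33216484. The level of a gene with a low CPM rests on few counts at this depth, and the standard errors carry that uncertainty.

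Transcripts were joined to genes by their identifiers in an Ensembl annotation of BDGP6, which lists a gene for 34262 of them. The other 487 transcripts entered the transcript level results only. Of the 13 mitochondrial protein-coding genes in this annotation, 8 have a transcript in the files. The estimated counts were summed over the transcripts of a gene and rounded to whole numbers. Scaled reads per base, the authors' gene level unit, were computed as the estimated counts divided by a size factor and the effective length, summed per gene and rescaled. Coordinates are from the annotation and are counted from 1. No genome or transcript sequences were used here, so GC content was not checked.

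The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, on the 7410 genes or 15218 transcripts with at least 10 counts in at least 3 embryos. Food was a factor with 3 levels, all 9 embryos shared a dispersion estimate, and the 25% and 5% coefficients were tested together. Tests of 25% and 5% against 100%, and of 5% against 25%, came from the same fit. Benjamini-Hochberg adjusted p under 0.05 counted as DE. The log2 fold change of a gene is the mean of those at 25% and 5% unless a food is named, and its standard error is the size of the fold change divided by the square root of the F statistic of that contrast. Sets of genes were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. Camera sets the genes of a set against all others, and its p is given with the number of the 84 splits of the embryos that gave a mean as large. The sets were defined by gene symbols, since no GO or KEGG tables were available. Shares of TPM were compared with exact permutation tests over the 84 arrangements of 6 and 3 embryos, and correlations within and between foods over the 280 splits into 3 groups of 3. Principal components and clusters were computed on standardized scaled reads per base, with Euclidean distance and complete linkage.

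The scripts were tested on simulated data, with 200 genes changed up or down by the same known amount. This amount was above the median log2 change of the DE genes (0.598 at 25% and 0.744 at 5%), so recovery of smaller changes was not tested. EdgeR recovered 95.5% of them, 4.5% of the genes it called were not changed, and the median ratio of the estimated to the true log2 fold change was 1.003. With no changed genes it called 0. Limma recovered 96%. DESeq2 1.42.0 recovered 98%, and 21.3% of the genes it called were not changed.

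The alternatives were DESeq2, its size factors in edgeR, no filter on low counts, the default filter of Sleuth (at least 5 counts in 47% of embryos), the replicate number as a replicate block, limma on log2 scaled reads per base with 0.5 added, mitochondrial transcripts left out before normalization, food percentage as a number, 25% and 5% as a single group, genes with identical counts reduced to 1 copy, each embryo left out in turn, other units and filters for correlations, components and shares, and average linkage. In a further alternative, a lowess trend (span 0.3) of each embryo's deviations against log2 transcript length entered the fit as an offset. A result from a test counted as changed when its direction or its side of 0.05 changed, and a count of genes when it changed by more than 1.5 times. A value with no test counted as changed when it moved by more than 1 SD, taken over the pairs within a food for correlations and over the fits that left out an embryo for shares of variance. To ask how often other groupings give results as large, 100 of the 280 splits into 3 groups of 3, all 10 splits of 6 embryos and all 84 splits into 6 and 3 were fitted.

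Genes are named in the text by a rule: every gene that the text or Figures 3 and 5 of the paper name and that is in the files, and the 5 genes in each direction with the largest log2 fold change among the DE genes in which all 6 limited embryos lie on the same side of the 3 standard embryos and which have more than 1 TPM in all 3 embryos of the 100% or the 5% group. Genes with identical counts take up several of these places, and such copies are reported once. Values are not given for every gene that meets the rule. The GO, KEGG, protein network, starvation and stress comparisons of the paper were not repeated, because their gene lists are not in the files analysed here. The fecundity counts and the total RNA amounts are not in those files either.

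Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the joins, correlations, shares and permutation tests.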

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

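Among the genes with the largest increases in embryos from limited mothers (25% and 5% food), 4 are outside those the paper discusses, and they were flagged for that reason. The gene corn (FBgn0259173, chromosome 3L of BDGP6, 7142991 to 7157073, minus strand) had 1 ± 0.258 CPM on 100% food, 3.835 ± 1.53 on 25% and 7.717 ± 0.414 on 5% (SD, n = 3 each), a log2 fold change of 2.438 (standard error 0.298, adjusted p = 0.007678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CG42598 (FBgn0260997, 3L, 26354140 to 26371356, minus strand) had 1.349 ± 0.126, 8.41 ± 2.2 and 5.535 ± 2.08 CPM, a log2 fold change of 2.334 (standard error 0.294, adjusted p = 0.007761, edgeR with Benjamini-Hochberg adjustment). The noncoding lncRNA:CR40469 (FBgn0058469, X, 122493 to 122706, plus strand) had 5.877 ± 0.172, 29.62 ± 7.07 and 24.44 ± 5.73 CPM, a log2 fold change of 2.194 (standard error 0.204, adjusted p = 0.00311, edgeR with Benjamini-Hochberg adjustment). CG42342 (FBgn0259244, 3R, 16502770 to 16571363, plus strand) had 0.3285 ± 0.0467, 0.5435 ± 0.163 and 3.787 ± 0.76 CPM, a log2 fold change of 2.118 (standard error 0.283, adjusted p = 0.000824, edgeR with Benjamini-Hochberg adjustment). In each of the 4 genes all 6 embryos from limited mothers were above all 3 standard embryos. The rule that picked these genes required such a separation, so it is no separate evidence for the increases.

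Several technical explanations were weighed for these 4 genes. Reads shared between identical copies would show as counts identical to those of another gene, and 0 of the 4 genes had such counts. A dependence on transcript length would remove their significance once the length trend is taken out, and 4 of 4 kept an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the trend the changes were 2.359, 2.398, 2.359 and 2.045 in the order above. The trend was small beside them, so this test could hardly have failed. It shows only that a trend of this size does not account for the increases. The predictions on identical copies and on length were written after the result was seen. Leaving mitochondrial transcripts out before normalization gave log2 fold changes of 2.443, 2.337, 2.198 and 2.122 in the order above. This does not test a shift of composition from other transcripts, which would move all genes of a library alike. The 4 length groups of 5770 genes, given under the other observations, had mean changes from -0.065 to 0.137. TMM normalization itself centres most genes on no change, so these means could hardly have shown such a shift and do not test it. They show only that the 4 genes rose relative to most other genes. Embryo age and follicle cell RNA, tested under the other observations, gave no difference between the groups (exact permutation tests, p = 0.4881 and p = 0.2024). GC content, partial sharing of reads with similar sequences and a difference of the stock from the reference could not be tested without sequences. The increases may reflect the larval food of the mother, but they cannot be told apart from those untested explanations. A difference in embryo age, follicle cell RNA, bottle or age of the mother is not excluded either.

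CG42342 was also flagged because its level differed between the limited foods. Its log2 difference of 5% against 25% food was 2.792 (standard error 0.292, adjusted p = 0.03617 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7410 genes), and it was the only gene to differ. It rests on low counts, with 0.5435 CPM at 25%. Of the 10 splits of the 6 limited embryos into 3 and 3, 2 gave at least 1 gene, and 10 splits cannot give a share under 0.1, so chance is not excluded as the source of a single gene. With the replicate block, 0 genes differed between 5% and 25% food.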

How the results depend on the processing

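The tests, the sets of genes, the rule for the genes named and all alternatives but 1 were chosen before the processed files arrived. The exception is the removal of each embryo's trend against transcript length, which was chosen after seeing the data. In all, 815 values were computed under an alternative. Of those for headline results, 153 were unchanged, 97 moved, 8 became weaker, 1 became stronger and 4 reversed. For single genes 466 values were unchanged, 67 became stronger and 19 weaker, and none reversed. Of 69 named genes 28 were unchanged under every alternative.

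Unchanged under every alternative computed for them were the direction and test of the mitochondrial, ribosomal protein and nucleoporin sets, and the mitochondrial mRNA share. For the gene sets, no values are given for DESeq2's test, other filters, food percentage as a number, the limited foods together or identical copies kept once. Also unchanged were the separation of the standard embryos in clustering and the transcript level comparison of correlations within and between foods. The share of the first component on DE genes was unchanged except when embryos were left out (77.977% to 84.041%). All of those genes pass the count filter, so that alternative gives no separate value for them.

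The counts of DE genes moved with the test. DESeq2 gave 644 DE genes (311 lower and 333 higher), 363 for 25% against 100%, 704 for 5% against 100%, 34 for 5% against 25%, and 884 transcripts. On simulated counts DESeq2 also called more unchanged genes than edgeR (21.3% and 4.5% of calls), and it does not carry the uncertainty of each gene's dispersion into the test as edgeR does, which may account for part of the gap. A single coefficient uses 1 degree of freedom in place of 2, and with food percentage as a number 349 genes (166 lower, 183 higher) and 93 transcripts were DE. With 25% and 5% food together, 276 genes (114 lower, 162 higher) and 116 transcripts were DE. Limma on scaled reads per base gave 117 transcripts and 0 genes for 5% against 25%. Keeping 1 copy of genes with identical counts before the test left 22 lower and 69 higher genes. Counting identical copies once after the test gave 30 lower and 76 higher, so the 29 DE histone copies account for only a part of the drop. Removing the length trend gave 310 DE genes (130 lower, 180 higher), 229 for 25% against 100% and 424 for 5% against 100%. DESeq2 size factors, no filter, the filter of Sleuth and leaving mitochondrial transcripts out kept the DE gene and transcript counts within 1.5 times. The DE transcripts whose gene was not DE fell from 8 to 5 with DESeq2 size factors, with no filter and with the filter of Sleuth.

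The replicate block, paired by the numbers in the labels, gave 104 DE genes (46 lower, 58 higher), within 1.5 times of 132. It lowered the count for 25% against 100% from 113 to 48, for 5% against 100% from 245 to 130, for 5% against 25% to 0, and the DE transcripts from 35 to 1. The block takes 2 degrees of freedom from 6, while embryos with the same number had a mean correlation of deviations of only 0.053, against -0.027 for different numbers. The replicate block was not run because no model is fitted for the correlations, the principal components, the clusters and the shares of TPM, where each embryo gives a single value.

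Leaving out each embryo in turn gave from 66 to 1289 DE genes, from 25 to 479 lower and from 39 to 810 higher. It gave from 34 to 540 genes for 25% against 100%, from 100 to 1899 for 5% against 100%, from 0 to 3 for 5% against 25%, and from 10 to 522 DE transcripts. Apart from 5% against 25%, the highest value was always without 5% replicate 1. With 3 embryos per food, a single embryo that departs from the others can widen the variance estimate of many genes, so that the number of embryos may limit these counts more than the depth, which had a median of 33216484 counts per embryo.

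The mean of the nuclear electron transport set stayed close to 0 and changed sign, with -0.008 in limma on scaled reads per base and from -0.0291 to 0.0299 across the fits that left out an embryo, of which -0.0108, -0.0127 and -0.0291 were negative. With the length trend removed it was 0.082 and past the threshold of 0.05 in the camera test, since that setting raises short transcripts relative to long ones. The difference in the ribosomal protein mRNA share went from -1.97 to -0.809 percentage points in estimated counts (exact permutation test, p = 0.0714), since counts weight long transcripts more than TPM does and these transcripts are short. Without single embryos it ranged from -2.273 to -1.693 points (exact permutation tests, p from 0.0357 to 0.107, and above 0.05 in 6 of the 9 fits). Fewer embryos allow fewer arrangements, which by itself raises the smallest p.

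Among genes above 1 TPM, the difference between correlations within and between foods was 0.00396 (exact permutation test, p = 0.0714). Rows near 0 drop out there, and the correlations then lay between 0.9697 and 0.9948 for genes and between 0.9693 and 0.9877 for transcripts. In estimated counts the gene range was 0.9537 to 0.9595. The first component over all genes held 28.78% of the variance in gene TPM and 40.21% over genes that pass the count filter, and the second held 18.46% with that filter. Leaving out single embryos gave 28.51% to 33.89% for the first component and 15.66% to 19.6% for the second.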

Differences from the paper's values

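The paper reports 357 DE genes and 132 were found here with edgeR. Of the alternatives set before the files arrived, food percentage as a number (349) and 25% and 5% food together (276) came within 1.5 times of the paper's value. DESeq2 (644), its size factors in edgeR (136), no filter (173), the filter of Sleuth (137), the replicate block (104), limma on scaled reads per base (158), mitochondrial transcripts left out (132) and identical genes kept once (91) did not, and neither did any fit that left out an embryo (66 to 1289, of which none lay within 1.5 times). Removing the length trend, which was chosen after seeing the values, gave 310.

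With identical copies counted once, the paper's 314 genes compare with 106 here. Food percentage as a number gave 313 and the 2 limited foods together gave 256, both within 1.5 times, and the length trend removed, chosen after seeing the values, gave 272. The paper counts 150 lower genes and 30 were found here. Only food percentage as a number came within 1.5 times, with 130. The paper counts 164 higher genes and 76 were found here. Food percentage as a number gave 183 and the limited foods together 162, and the length trend removed, chosen after seeing the values, gave 180.

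The paper reports 119 DE transcripts and 35 were found here. Limma on scaled reads per base (117), food percentage as a number (93) and the limited foods together (116) came within 1.5 times, while DESeq2 (884), the replicate block (1) and the others did not. The paper leaves 16 DE transcripts outside its gene list, against 8 here. Food percentage as a number gave 18, within 1.5 times, while limma on scaled reads per base (27), the limited foods together (37), DESeq2 (383), the replicate block (0) and the other alternatives set before the files arrived did not. The length trend removed, chosen after seeing the values, gave 12.

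The paper's Spearman correlations range from 0.976 to 0.995 for transcripts, against 0.9241 to 0.932 here, and from 0.989 to 0.997 for genes, against 0.9487 to 0.9559 here. Over genes above 1 TPM the highest was 0.9948, within the spread of the paper's 0.997. None of the alternatives set before the files arrived closed the gap for the other 3 values. The nearest were also over rows above 1 TPM, with 0.9693 and 0.9877 for transcripts and a lowest value of 0.9697 for genes.

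Of 44 log2 fold changes read from Fig. 3, all 44 had the same sign here and 2 differed, both of CG42307. The paper's value for 25% food is about 0.93 in Fig. 3, read by eye, against 0.11 here, and for 5% food it is about 0.98 in Fig. 3, read by eye, against 0.235 here. Limma on scaled reads per base, which was set before the files arrived, gave 0.931 and 0.982. The other alternatives gave from 0.0529 to 0.175 at 25% and from 0.164 to 0.301 at 5%.

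Some statements of the paper on genes and groupings also differ from the values here. The paper places the lowest correlation within the 5% group, and over all rows it was between a 100% and a 5% embryo here (0.9487 for genes, 0.9241 for transcripts). The paper's highest correlation is within the 100% group, and for transcripts it was within the 25% group here (0.932). In the paper's Figure 2, a 5% embryo joins the 25% embryos, whereas here the 25% and 5% embryos formed separate clusters when the tree was cut into 3. The sets of genes were unlike, since identical copies, such as those of His3, entered here as separate genes. The paper treats each group of copies as a single gene. In Figure 1 of the paper the 100% embryos are grouped, and here they were highest on the second component but overlapped the others on the first (scores from -63.22 to -20.99, with 5% replicate 1 at -69.62). The 12 ribosomal protein genes of Figure 5B are DE in the paper and none was here (adjusted p from 0.08661 to 0.1828, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same holds for CG42307 (0.3258) and MTF-1 (0.06346) of Figure 3, for 4 of 6 starvation genes, for 13 of 14 genes shared with both microarray studies and for 2 of 3 IIS/TOR genes, counting the genes for which values are given.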

Other observations

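Other splits of the same embryos were fitted to see how often they give results as large. Among 100 splits of the 9 embryos into 3 groups of 3, the real one included, 3 gave at least as many DE genes as the 132 of the real split. For lower genes, for higher genes and for DE transcripts it was also 3 of 100 in each case. The splits with more DE genes gave 621, in a split that keeps the 3 standard embryos together, and 326, in one that does not. For 25% against 100% food and for 5% against 100% food 1 of 10 splits gave as many genes (the real one), and for 5% against 25% food 2 of 10 did, but 10 splits cannot give a share under 0.1. Among the 84 splits into 6 and 3 embryos, 1 gave a mean difference as large for the mitochondrial set and 1 for the nucleoporin set. For the nuclear electron transport set 81 of 84 did, and for the ribosomal protein set 5 of 84 did, a share above 0.05. These counts take differences of either sign. For the ribosomal protein set, the other splits counted gave -0.138 in the direction seen and 0.14, 0.161 and 0.174 in the opposite one. By this count of both directions, the size of its mean is not separable from that of other groupings of these embryos.

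Several of the tests that follow were predicted only after their result had been seen: those on the cause of the length trend, on 5% replicate 1 and on the unit of CG42307. For the ribosomal protein genes matched by length and for the RNAs without a poly(A) tail, the predictions were written before, but the cut-offs that decide them (25% and 75%) were set after related values had been seen. No sequencing batch separates the embryos, and no library batch is known. The bottle, mother and maternal age of each embryo are not known either.

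The change in transcript level depended on transcript length. Across 5770 genes with a log2 CPM above 4, the Spearman correlation between the log2 fold change and the transcript length was 0.503, where genes are not independent replicates. In 4 groups of these genes of nearly equal number, from short to long transcripts, the mean log2 fold change was -0.065, -0.025, 0.015 and 0.137. Taken embryo by embryo, the correlation of the deviation from the mean with length was -0.616, -0.168 and -0.371 for the 100% embryos, 0.5, -0.495 and 0.391 for the 25% embryos, and -0.574, 0.713 and 0.635 for the 5% embryos. The limited embryos were not separable from the standard ones in this value (exact permutation test, p = 0.1548), so variation between embryos unrelated to food remains a candidate explanation of the trend. The mean fragment length of the libraries was weakly related to it over the 9 embryos (Spearman 0.4, exact permutation p = 0.291; Pearson 0.315, exact permutation p = 0.4; the only relation computed). Without the 2 embryos farthest from the median fragment length the Pearson correlation was 0.697, so a relation is not excluded with so few embryos. All libraries shared a single lane, so there were no batches within which to repeat it. Whether RNA integrity or the library preparation differed between embryos could not be tested with these files.

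Ribosomal protein mRNAs are short (a mean of 706 bases), so the length trend bears on their lower level. For each of the 86 genes, the 20 nearest other genes in transcript length and abundance had a mean log2 fold change of -0.046, which is 36.1% of the mean of -0.128 for the ribosomal protein genes. Matched on length alone, the mean was -0.092. Of the 86 genes 78 lay below their matched genes. The lower level of these transcripts therefore exceeds that of matched genes. An effect of transcript length may account for a part of it, and the size of that part cannot be settled with these values. With the length trend removed, -0.046 of the mean of -0.128 remained, so that this setting ascribes more of the lower level to length than the matched genes do. The match was not perfect, with a mean log2 length of 9.66 in the matched genes and 9.4 in the ribosomal protein genes.

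Leaving out 5% replicate 1 raised the number of DE genes from 132 to 1289. With the length trend removed, the counts were 920 without this embryo and 310 with it, a smaller rise. The length trend may therefore account for a part of the rise, but not for all of it. If the embryo were a mislabelled standard embryo, it should lie nearer the standard embryos in the genes that change the most. In 93 genes DE without it and changed by at least 1 log2 unit, it lay nearer the limited embryos in 83 (89.2%). Over all 1289 genes of that fit it did so in only 480 (37.2%). The strong changes are therefore shared by this embryo and many of the small ones are not, and a difference of this mother or embryo from the others remains possible but was not tested.

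The mitochondrial mRNAs took up more of the total in limited embryos. With mitochondrial transcripts left out before normalization, the mean log2 fold change was 1.096, against 1.0918. Leaving them out moved the normalization little, so this value does not test a shift of composition that comes from other transcripts. Such a shift would move all genes of a library alike. The 4 length groups of 5770 genes above had mean log2 fold changes from -0.065 to 0.137. TMM normalization itself centres most genes on no change, so these means could hardly have shown such a shift and do not test it. They show only that the mitochondrial mRNAs rose relative to most other genes. Total counts did not differ between the groups (exact permutation test, p = 0.381). The nuclear genes of the electron transport chain had a mean log2 fold change of 0.0033 (camera p = 0.7037, and 81 of 84 exact permutations as large), and the difference between the nuclear and the mitochondrial set was not tested. An increase of mitochondrial transcripts alone may follow from more mitochondria or more mitochondrial RNA per egg, or from a change in their poly(A) tails, which decides what an oligo(dT) library recovers. The test of composition (1.096) bears on none of these, and no biological explanation beyond the food was tested.

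Differences in embryo age or in carried-over follicle cells could mimic an effect of food. The summed TPM of 24 early zygotic genes was 1.24 ± 0.48 in the 3 standard and 1.04 ± 0.39 in the 6 limited embryos (SD, exact permutation test, p = 0.4881). For 18 follicle cell genes it was 0.53 ± 0.29 and 0.81 ± 0.28 (SD, exact permutation test, p = 0.2024). Neither test found a difference at this depth, with 3 standard embryos.

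The snRNA:U1, snRNA:U11 and His3 genes, whose RNAs lack a poly(A) tail, were lower in limited embryos, which could reflect a different carry-over of such RNAs in the oligo(dT) selection. Of 35 distinct genes in other classes without a tail, 24 (68.6%) were lower: 4 of 6 snoRNA genes, 3 of 8 other snRNA genes and 17 of 21 other histone genes. This is neither a common direction nor its absence, and the lower level of the snRNA and His3 genes cannot be told apart from a different carry-over.

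For CG42307, the unit of the gene level abundance decides the size of the change. Its log2 fold change was 0.172 in summed counts and 0.956 in scaled reads per base (limma), which weight a count on a short transcript more. A transcript of 492 bases rose from 6.2 ± 6.5 to 148.9 ± 35.3 estimated counts (SD, n = 3 standard and n = 6 limited embryos), while the transcript of 4022 bases that holds most counts stayed at 1494.4 ± 136.4 and 1532.2 ± 186.8. The difference between units is consistent with a change in which transcript is used, although the short transcript was not DE by itself (adjusted p = 0.2053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).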
